# Retinal dysfunction in Huntington’s disease mouse models concurs with local gliosis and microglia activation

**DOI:** 10.1038/s41598-024-54347-8

**Published:** 2024-02-20

**Authors:** Fátima Cano-Cano, Francisco Martín-Loro, Andrea Gallardo-Orihuela, María del Carmen González-Montelongo, Samanta Ortuño-Miquel, Irati Hervás-Corpión, Pedro de la Villa, Lucía Ramón-Marco, Jorge Navarro-Calvo, Laura Gómez-Jaramillo, Ana I. Arroba, Luis M. Valor

**Keywords:** Neuroscience, Diseases of the nervous system, Huntington's disease

## Abstract

Huntington’s disease (HD) is caused by an aberrant expansion of CAG repeats in the *HTT* gene that mainly affects basal ganglia. Although striatal dysfunction has been widely studied in HD mouse models, other brain areas can also be relevant to the pathology. In this sense, we have special interest on the retina as this is the most exposed part of the central nervous system that enable health monitoring of patients using noninvasive techniques. To establish the retina as an appropriate tissue for HD studies, we need to correlate the retinal alterations with those in the inner brain, i.e., striatum. We confirmed the malfunction of the transgenic R6/1 retinas, which underwent a rearrangement of their transcriptome as extensive as in the striatum. Although tissue-enriched genes were downregulated in both areas, a neuroinflammation signature was only clearly induced in the R6/1 retina in which the observed glial activation was reminiscent of the situation in HD patient’s brains. The retinal neuroinflammation was confirmed in the slow progressive knock-in zQ175 strain. Overall, these results demonstrated the suitability of the mouse retina as a research model for HD and its associated glial activation.

## Introduction

Huntington’s disease (HD) (OMIM #143100) is a fatal rare disorder without a cure, and its estimated prevalence is 1–15 per 100,000 people worldwide^1^. HD is caused by an aberrant expansion (fully penetrant with > 39) of CAG repeats at exon 1 of the *HTT* locus, which triggers a progressive symptomatology, usually starting in mid-adulthood (35–45 years old) that includes cognitive and motor impairments, psychiatric disorders and other symptoms (weight loss, sleep disturbance, etc.) until final death^2^. Although the most prominent signs are derived from malfunctioning and degeneration of the basal ganglia and the corticostriatal circuitry^3^, the involvement of other brain areas and peripheral tissues/cells plays a substantial role in the decline of quality of life, extending the repertoire of HD symptoms^4–8^. However, our current toolbox of biomarkers with potential application in clinics is still limited and cannot explain the large variability in the pleiotropic manifestation of symptoms^9–11^. This fact justifies the search for novel biomarkers with prognostic value in HD to enable the evaluation of therapeutic responses and to facilitate decision-making during clinical management.

The retina is a highly organized tissue of the central nervous system (CNS) characterized by a high cellular diversity arranged in discrete layers. This organization determines the functionality of the retina, in which photoreceptor neurons (rods and cones) transduce light stimuli into the complex network of interneurons (amacrine, bipolar and horizontal cells) to finally converge into ganglion cells, which axons form the optic nerve^12^; the retina also contains a specialized immune system with resident microglia and macroglia (astrocytes, Müller glia), which together with other nonneural type cells provide homeostatic and regulatory support to this network^13^. The retina can reproduce the disruption of key mechanisms that compromise cell function and viability of several neurodegenerative disorders, therefore the accessibility of this tissue to noninvasive techniques offers unique opportunities to infer the health status of inner regions of the CNS. In patients, the suitability of retinal imaging in diagnosis is being investigated in Alzheimer's disease, Parkinson's disease, Lewy body dementia, frontotemporal dementia and multiple sclerosis, with promising prospects^14,15^. HD is not an exception; there are selective abnormalities (e.g., thickness reduction of the temporal retinal nerve fibre layer (RNFL), colour vision impairment) that can be tentatively correlated with performance on the Unified Huntington’s Disease Rating Scale (UHDRS). These anomalies can be accompanied by additional alterations of the visual pathway, i.e., reduced amplitude of visual evoked potentials and impaired temporal contrast sensitivity (reviewed in Ref.^16^). In the case of HD mouse models, mutant retinas express mHTT, display deeply reduced photoexcitability responses and undergo a cellular remodelling^17–21^ that coincides with early stages of motor impairment: therefore, retinal dysfunction could be correlated with striatal impairment in HD.

However, the molecular mechanisms that compromise the retinal structure and visual function in HD mice and their corresponding correlates with inner brain events have not yet been investigated. This study reports for the first time a comprehensive analysis of the concomitant molecular alterations in the retina and striatum of HD mouse models, the transgenic R6/1 and the knock-in (KI) zQ175 strains, in which glial activation becomes a distinctive feature between both tissues during pathology progression.

## Materials and methods

### Animals

Transgenic R6/1^22^ and KI zQ175^23^, together with control wild-type (wt) animals, were maintained on a pure C57BL/6 J background under a 12-h light/dark cycle with food and water provided ad libitum. In all experiments, we pooled females and males in similar proportions (not exceeding 60% towards any sex), except for the RNA-seq analysis in which only males were used to avoid cost increase of the experiment. All animals were euthanized by cervical dislocation by well-trained personnel, followed by immediate tissue dissection for subsequent procedures. Experimental protocols were approved by the Comité de Ética de Experimentación Animal—Órgano Habilitado de la Universidad de Cádiz and authorized by the Dirección General de la Producción Agrícola y Ganadera de la Junta de Andalucía according to European and regional laws. This study was in compliance with the ARRIVE guidelines.

### Nucleic acid extraction and PCR assays

After sacrifice, the striatum and retina were immediately dissected and submerged in RNAlater (Thermo Fisher, Madrid, Spain) until processing. Total RNA and genomic DNA were sequentially extracted using TRIzol (Thermo Fisher, Madrid, Spain), and we next followed the procedures for RT-qPCR and CAG repeat analysis described in Ref.^24^ with minor modifications: qPCR was performed on the Rotor-Gene 6000 Detection System (Corbett, Hilden, Germany) and QuantStudio 12 K Flex (Thermo Fisher, Madrid, Spain), and each independent reaction was normalized to the level of *Tbp*, since its expression in the retinal samples was less variable across time points (coefficient of variation CV = 0.51) than other housekeeping genes (e.g., *Gapdh*, CV = 0.69; *Actb*, CV = 1.00); in addition, the latter genes were found to be significantly altered in the RNA-seq analysis (see Supplementary Material). Fold changes were estimated using the ΔΔC_T_ method. The sequences of all primer pairs are provided in Supplementary Table S1.

### RNA-seq analysis, external datasets and bioinformatics

After the TRIzol procedure, striatal and retinal RNA from the same R6/1 mice was pooled (3–4 samples per genotype) and further processed using the clean-up protocol of the RNeasy Mini Kit (Qiagen, Hilden, Germany), which also included on-column DNase I treatment. A total of three pools per genotype were analyzed. DNA libraries were produced for mRNA using the TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA) and subsequently sequenced using a NovaSeq apparatus (Illumina, San Diego, CA, USA) at STAB-VIDA facilities in a 150-bp paired-end configuration. The resulting reads (> 40 M/sample) were mapped onto the mouse genome GRCm38/mm10 using “Salmon” software^25^. Genes with < 10 counts in all samples were removed. The normalization of read counts and differential expression analysis was conducted using the “DEseq2” package^26^. Differentially expressed genes (DEGs) were filtered with an FDR threshold (adjusted *p-*value) of 0.05. See Supplementary Table S2 for complete results. To retrieve differentially spliced genes, we combined the results of three programs: vast-tools^27^ (dPSI > 0.95), rMATS^28^ (lncLevelDifference, FDR < 0.05) and SUPPA2^29^ (dPSI, *p*-value < 0.05). See Supplementary Table S3 for complete results. The RNA-seq data can be downloaded from the Gene Expression Omnibus (GEO) database using the accession number GSE216520.

To determine the most affected cell subtypes by the expression of mHTT in the differential expression between R6/1 and wt littermates, we used the cell-specific signatures obtained from mouse retinas in physiological conditions^30^, i.e., the genes that define the different subpopulations (clusters) of cells identified by scRNA-seq (Supplementary Table S4 of the original publication^30^). Amacrine and bipolar cells were defined by several clusters that we pooled for our study. Because rod cells constitute ~ 70% of the total retinal cells, contamination from rod cytoplasmic mRNA was present in nearly all clusters^31^; therefore, we filtered out the rod signature of the cell-specific signatures prior to the analysis of marker expression.

To investigate the presence of glial activation markers in our RNA-seq datasets, we used the most significant DEGs (top250): (i) between control and activated Aldh1h^+^-astrocytes (isolated from 1 to 7 days after different in vivo injuring protocols^32^), as calculated by applying the “affy”^33^ and “limma”^34^ packages, and (ii) among CD11b^+^-CD45^+^ microglial cells isolated from the neurodegenerative model CK-p25 at different time points after induction of the transgene (from immediately to 6 weeks), as presented in Supplementary Table S4 of the original publication^35^. Astrocytic panmarkers and specific markers for neurotoxic (A1) and neuroprotective (A2) astrocytes were obtained from a previous report^36^. Related to autophagy, we also used two classifications of autophagic-related genes as compiled by a recent study^37^: one consisted on “mTOR and upstream pathways”, “autophagy core”, “autophagy regulators”, “mitophagy”, “docking and fusion”, “lysosome” and “lysosome-related”, and another one consisted on “autophagy induction” and “lysosomal biogenesis” genes. Other additional bioinformatic tools included Venny (http://bioinfogp.cnb.csic.es/tools/venny/) for the identification of overlapping genes between multiple lists of genes, DAVID 2021 Update^38^ for overrepresentation analysis of Gene Ontology (GO) terms related to biological processes, Pscan^39^ for overrepresentation analysis of transcription factor binding sites (TFBS) at the promoter regions (-950/ + 50) from the Jaspar 2020_NR database, and the native R environment for statistical analysis (ANOVA and Student’s t-test).

### Western blotting assays

Whole retinas were homogenized in lysis buffer containing 125 mM Tris–HCl pH 6.9, 2% SDS, and 1 mM DTT supplemented with protease inhibitors (cOmplete EDTA-free, Sigma-Aldrich, Darmstadt, Germany). All debris was removed by centrifugation at 14,000 × g for 10 min at 4 °C and the protein concentration was quantified using the Bio-Rad protein assay with BSA as a standard. Equivalent amounts of protein were resolved using denaturing sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE), followed by transfer to PVDF membranes (Merck Millipore, Cork, Ireland). Membranes were blocked using 5% nonfat dried milk or 3% BSA in 10 mM Tris-HCl pH 7.5, 150 mM NaCl, and 0.1% Tween-20, and incubated overnight with several primary antibodies (1:1000) in fresh blocking solution. After incubation with secondary antibodies (1:5000), immunoreactive bands were visualized using enhanced chemiluminescence reagent (Bio-Rad, Hercules, CA, USA). The fold change relative to the basal condition is shown. Blots were quantified by scanning densitometry. Primary antibody against LC3 (#2775) were purchased from Cell Signaling Technology (Danvers, CA, USA); primary antibody against α-tubulin (T5168) and secondary antibodies (A0545, anti-rabbit; A9044, anti-mouse IgG-peroxidase) were purchased from Sigma-Aldrich (Darmstadt, Germany).

### Immunohistochemistry assays

Eye balls and whole retinal explants were fixed in 4% paraformaldehyde in 0.1 M phosphate buffer, pH 7.4, at 4 °C overnight and subsequently put in a solution of PBS with 25% sucrose for another 24 h and cryopreserved in Tissue-Tek (4583, Sakura Finetek, Barcelona, Spain) at − 80 °C until cryosectioning. For immunofluorescence analysis, cryosections were incubated with a permeabilization solution containing 0.1 M TBS, 2% Triton X-100, blocked for 2 h in TBS containing 3% BSA and 1% Triton X-100, and incubated overnight in a humid chamber at 4 °C with rabbit anti-glial fibrillary acidic protein (GFAP) antibody (1:500, Z0334, DAKO, Agilent, Glostrup, Denmark), rabbit anti-ionized calcium binding adaptor molecule 1 (Iba-1) (1:500, 019-19741, WAKO, FUJIFILM Cellular Dynamics, Madison, WI, USA) or mouse anti-huntingtin EM48 (1:300, Merck Millipore, Burlington, MA, USA) in blocking solution. Next, sections were washed and incubated for 2 h with secondary antibodies conjugated to Alexa-488 (1:2000; Molecular Probes, Thermo Fisher Scientific, Waltham, MA, USA). After washing, both the retinal explants and sections were mounted with medium (Fluoromount G, Southern Biotech, Thermo Fisher Scientific, Waltham, MA, USA) containing 4’-6-diamidino-2-phenylindole (DAPI). Staining was observed with an inverted laser confocal microscope Axio Observer LSM900 (Carl Zeiss Microscopy GmbH, Göttingen, Germany). Cell nuclei labelled with DAPI were counted in the outer nuclear layer (ONL) using ImageJ software on retinal section images at 40 × magnification. In each mouse, we measured a total of six retinal cross-sections made through the optic nerve head, and averaged for each animal. For the EM48 antibody we followed the Diaminobenzidene (DAB) staining produce described for the 3,3′-Diaminobenzidine (DAB) Liquid Substrate System tetrahydrochloride (Sigma-Aldrich, Darmstadt, Germany) following the manufacturer’s instructions.

### Electroretinogram recordings

All electroretinogram (ERG) procedures have been described previously^40^. Dark-adapted mice were anaesthetized with ketamine (95 mg/kg) and xylazine (5 mg/kg) under dim red light and the eyes were instilled as in the SD-OCT procedure. All mice were placed in a Faraday cage. Light intensity was measured in the eye with a photometer (Mavo Monitor USB, Nuremberg, Germany). Flash-induced ERG responses were recorded from the right eye in response to 4 to 64 consecutive light stimuli produced with a Ganzfeld stimulator: from − 4 to 1.5 log Cd × s × m^−2^ for rod-mediated responses, from − 1.5 to 0.5 log Cd × s × m^-2^ for mixed rod- and cone-mediated responses, from − 0.5 to 2 log Cd × s × m^−2^ on a rod saturating background of 30 Cd × s × m^−2^ for cone-mediated responses, with intervals between flashes of 10 s (dim flashes, scotopic condition), up to 60 s (high intensity flashes, scotopic condition) and 1 s (photopic condition). For recording, we used corneal electrodes, a reference electrode (in the mouth) and a ground electrode (in the tail) (Burian-Allen electrode, Hansen Ophthalmic Development Laboratory, Coralville, IA, USA). The recorded signals were amplified and band-filtered between 0.3 and 10.000 Hz with a Grass amplifier (CP511 AC amplifier; Grass Instruments, Quincy, MA, USA), and digitized at 10 kHz with a Power-Lab data acquisition board (AD Instruments, Chalgrove, UK). Wave amplitudes were calculated blinded to the animal genotype.

### Spectral-domain optical coherence tomography (SD-OCT)

R6/1 (25-week-old), zQ175 (12-month-old) and matched-age wt mice were anaesthetized and maintained on a heated pad at 37 °C. The eyes were instilled with a topical drop of 1% tropicamide (Colircusí Tropicamida, Alcon Cusí SA, Barcelona, Spain) for pupil dilation and 2% Methocel (Ciba Vision AG, Hetlingen, Switzerland). OCT images were obtained using a Micron IV rodent imaging system (Phoenix Research Labs, Pleasanton, CA, USA) as described elsewhere^41^. A B-scan including the maximal retinal thickness (in the centre of the retina) was segmented between the inner limiting membrane and the base of the retinal pigment epithelium using the Insight software package (Phoenix Research Labs). The thickness of both eyes (containing average raw data from 624 A-scans from each eye after removing the first and last 200 scans) was averaged per animal for statistical analysis.

## Results

### The retina and striatum of R6/1 mice showed extensive transcriptional dysregulation

Based on the retinal impairments reported in HD mouse models^17–21^, we examined the molecular alterations in the R6/1 retina and their relationships with the dysfunction of the most affected brain area in HD, the striatum. Basal ganglia are well documented to manifest the most dramatic transcriptional dysregulation in patients and HD mouse models compared to the rest of the brain^42,43^ but a direct comparison with retinal tissue is still lacking. 

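RNA was sequenced from the retina and the striatum of male R6/1 mice and their male wt littermates at 13 to 15 weeks of age. R6/1 mice carry the first exon of human huntingtin with an expanded CAG repeat as a transgene. Each of the 12 libraries came from a pool of RNA from 3 to 4 mice, so n is 3 pools per genotype and tissue, and every SD is a spread between pools. The authors prepared stranded mRNA libraries, trimmed the reads with Trimmomatic and estimated expression with Salmon on GRCm38/mm10. The deposited values are estimated counts, given as whole numbers for 17579 genes and not normalized. Total counts were 14070445 to 18661772 (median 15332727) in wt retinas and 17024353 to 17926885 (median 17244618) in R6/1 retinas. They were 17206379 to 20159277 (median 18182184) in wt striata and 15885261 to 22432431 (median 17945355) in R6/1 striata. The gene with the most counts in each R6/1 retina library and each striatum library was mt-Co1, a mitochondrially encoded respiratory chain gene. Mitochondrially encoded genes held 7.61% to 8.18% of the counts in wt retinas, 8.76% to 9.63% in R6/1 retinas and 11.3% to 12.9% in striata. Within a tissue, a gene had either 0 counts in all 6 libraries (997 genes in the retina, 851 in the striatum) or at least 11 counts over them. A gene at 0 is therefore listed at 0 and not taken as unexpressed. Genotypes were compared within each tissue by the quasi-likelihood F-test of edgeR with TMM normalization, over genes with at least 10 counts in the 6 libraries. Adjusted p-values are Benjamini-Hochberg values from edgeR unless another tool is named, and a gene passed at an adjusted p under 0.05. Fold changes are R6/1 relative to wt on the log2 scale, with a standard error (SE), and levels are TMM-normalized counts scaled to library size (CPM). The difference between the genotype effects of retina and striatum was tested over all 12 libraries, and wt retina was compared with wt striatum. The rule for naming genes, the 43 gene lists and the tests of genes and lists were fixed before the data were examined, with their alternatives except those said to be chosen later, but after the values in the paper's Table S2 had been seen. Among 100 genes changed by simulation at this depth, the test recovered 80% of 2-fold and 96% of 4-fold changes in the retina. It recovered 84% and 96% in the striatum, and 71% and 89% for the difference between tissues. Of the genes left unchanged in the simulation, 25 were called in the retina, 16 in the striatum and 6 for the difference. In the retina and the striatum these exceed a share of 0.05 of the simulated calls. Whether the recovery holds for the real striatum was not tested, since wt striatum replicate 2 lies nearer to the R6/1 striata than the other wt striata do.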

Once demonstrated that R6/1 retina effectively expressed mHTT (Supplementary Fig. S1A) and showed an altered visual function (Supplementary Fig. S1B), we screened by RNA-seq the whole mRNA expression of the retinas and striata obtained from the same mutant and wt mice in an earlier pathological stage (13–15 weeks-old). 

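Stk35, a serine/threonine kinase gene, fell in the R6/1 retina from 713 ± 31.0 to 271 ± 10.8 CPM (mean ± SD, n = 3 pools per genotype), a log2 fold change of −1.39, SE 0.06, adjusted p = 3.42e-10. Tmem26, a gene for a transmembrane protein, rose in the retina from 1.91 ± 0.581 to 48.5 ± 7.8 CPM (log2 fold change 4.65, SE 0.18, adjusted p = 1.25e-08). In the striatum Ryr1, a calcium release channel gene of the endoplasmic reticulum, fell from 52.4 ± 4.21 to 8.98 ± 1.53 CPM (−2.54, SE 0.12, adjusted p = 8.23e-05). On GRCm38, Stk35 (ENSMUSG00000037885) lies on chromosome 2 from 129800517 to 129832287, Tmem26 (ENSMUSG00000060044) on chromosome 10 from 68723646 to 68782650 and Ryr1 (ENSMUSG00000030592) on chromosome 7 from 29003344 to 29125179. Other retinal genes that fell at least 2-fold, named by smallest p, were the potassium channel subunit gene Kcne2 (−2.24, SE 0.09) and Fndc1 (−2.52, SE 0.11). The myosin light chain kinase gene Mylk (−1.37, SE 0.07), Ccdc24 (−1.25, SE 0.06) and the processed pseudogene Gm48493 (−1.41, SE 0.07), whose reads may belong to its parent gene, fell as well. Retinal genes that rose were Ttyh2 (1.24, SE 0.07), the aldo-keto reductase gene Akr1b8 (3.10, SE 0.19), the cholesterol transporter gene Abca1 (1.03, SE 0.07) and Gje1 (4.55, SE 0.26). The transcription factor genes Tcf24 (1.81, SE 0.12) and E2f6 (1.12, SE 0.08) also rose. In the striatum the membrane peptidase gene Phex (−2.68, SE 0.27) and Ecel1 (−1.13, SE 0.12) fell. Gpx6, a glutathione peroxidase gene, was at 2.5 ± 0.679 CPM in wt and 0.0845 ± 0.0234 CPM in R6/1 striata. The processed pseudogene Gm8203, with the same doubt about its reads, was at 0 in wt and at 2.82 ± 0.991 CPM in R6/1 striata. Leaving out wt striatum replicate 1 ended the calls of Phex and Gpx6 (adjusted p = 0.0741 and 0.0677). Those of Ecel1 and Gm8203 ended without wt replicate 1, wt replicate 3 or R6/1 replicate 1 (up to 0.0841 and 0.0779). In all, 2103 genes fell and 1588 rose among 16582 tested in the retina. In the striatum 220 genes fell and 22 rose among 16728 tested, 75 and 2 of them at least 2-fold. The median absolute log2 fold change of the genes that passed in the retina was 0.44. DESeq2 called 1792 genes lower and 1268 higher in the retina and 805 lower and 177 higher in the striatum. By a correlation rule the replicate numbers were taken to pair the striatal libraries, although neither the sample labels nor the paper states such pairing. With the number as a block 1190 striatal genes were lower and 473 higher. Without wt striatum replicate 1 only Ryr1 was called, without wt replicate 3 there were 5 genes, without R6/1 replicate 1 there were 6, and without R6/1 replicate 3 there were 27. Without R6/1 replicate 2 there were 245, and without wt replicate 2 there were 1916. Wt striatum replicate 2 was as near to R6/1 striata (mean Spearman correlation 0.990) as to the other two wt striata (0.988). Scaling by library totals in place of TMM shifted the median log2 fold change of all genes to 0.13 in the retina and 0.12 in the striatum. It gave 1445 lower and 3886 higher genes in the retina, and 209 lower and 220 higher in the striatum. The wt and R6/1 pools did not overlap for 3634 of the 3691 retinal and 242 of the 242 striatal genes called, against 38.6% and 25.4% of all tested and 10% by chance. A low p itself selects genes whose pools lie apart, so the counts of called genes do not test the calls.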

The differential expression analysis (adjusted *p*-value < 0.05) revealed extensive dysregulation of the R6/1 retina transcriptome related to wt littermates (1078 downregulated and 575 upregulated genes), resulting in more DEGs compared to the striatum of the same animals (763 downregulated and 176 upregulated genes) although comparable in magnitude and significance (Fig. 1A,B). Using our significance cut-off, most of the DEGs in our RNA-seq analysis were specific to the retina and the striatum: 87.7% and 78.3%, respectively. 

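Slc9a5, a sodium/proton exchanger gene, fell in both tissues of R6/1 mice, with log2 fold changes of −0.82 (SE 0.08) in the retina and −1.05 (SE 0.09) in the striatum (n = 3 pools per genotype). The ubiquitin ligase gene Traip (−1.46, SE 0.15, and −1.21, SE 0.12), the G-protein regulator gene Rgs11 (−0.69, SE 0.08, and −1.22, SE 0.13) and the polo-like kinase gene Plk5 (−0.85, SE 0.08, and −1.59, SE 0.29) fell in both, with the retina given first. So did the polysialic acid synthase gene St8sia2 (−0.46, SE 0.12, and −1.37, SE 0.16) and the long noncoding RNA gene Abhd11os (−1.91, SE 0.46, and −4.04, SE 0.36). The striatal calls of Slc9a5 and Abhd11os ended without wt replicate 1 (adjusted p = 0.0677 and 0.0737). Those of Traip and Rgs11 ended without wt replicate 1, wt replicate 3 or R6/1 replicate 1 (up to 0.0741 and 0.0862), and that of St8sia2 also without R6/1 replicate 3 (up to 0.0976). The Plk5 call held in the striatum only without wt replicate 2 (up to 0.223 otherwise), and the retinal call of St8sia2 ended without wt replicate 2 or R6/1 replicate 1 (up to 0.0587). Of the 15731 genes tested in both tissues, 62 fell in both, where 25.6 would by independent calls (odds ratio 3.10, p = 1.27e-11 by Fisher's exact test). A further 7 rose in both, where 2.18 would (odds ratio 4.25, p = 0.00416 by Fisher's exact test): Pcdhb22, Nagk, Armcx5, Hjurp, Myl6b, Slc6a15 and Tpx2. Both the expected counts and the p-values take the tissues as independent, whereas R6/1 retina and striatum libraries of the same number correlate, so neither is exact. Tpx2, a spindle assembly gene, had log2 fold changes of 0.95 (SE 0.22) in the retina and 1.13 (SE 0.21) in the striatum. Its striatal call ended without wt replicate 1 or 3 or R6/1 replicate 1 or 3 (up to 0.22), and the other 6 are named after their values were seen. The serotonin receptor gene Htr2c (−0.53, SE 0.17, and 0.52, SE 0.10), the kinase gene Taok3 (−0.80, SE 0.07, and 0.40, SE 0.08) and Nufip2 (−0.23, SE 0.06, and 0.38, SE 0.07) fell in the retina and rose in the striatum. These 3, named after their values were seen, compare with 2.76 by independent calls, and 13 genes that rose in the retina and fell in the striatum compare with 20.2. For Taok3 the striatal call held only without wt replicate 2 (up to 0.227 otherwise). Of the genes called in the retina 97.7% were not called in the striatum, and of those called in the striatum 64.9% were not called in the retina. These shares were 89.5% and 67.3% by DESeq2, 84.8% and 65.6% with replicate number as a block, 86.9% and 72.3% in a fit of all 12 libraries, and 82.2% and 65.8% without wt striatum replicate 2. They were 100.0% and 100.0% without wt striatum replicate 1 and 99.9% and 60.0% without wt striatum replicate 3. Without R6/1 striatum replicate 1 they were 99.9% and 66.7%, and without R6/1 striatum replicate 3 99.7% and 63.0%. Few striatal genes were called in these 4 fits. A call in 1 tissue alone does not show a difference, which was tested directly. The genotype effect was lower in the retina than in the striatum for 765 genes and higher for 531, together 1296 of 15731 (1615 by DESeq2). This count was 767 without wt retina replicate 1, 856 without wt retina replicate 3, 792 without wt striatum replicate 1 and 1999 without wt striatum replicate 2. Across genes the retinal and striatal fold changes had a Pearson correlation of 0.138, although genes are not independent replicates. The correlation was 0.232 with filterByExpr, 0.209 with limma-voom, 0.114 by DESeq2 and 0.0978 without R6/1 retina replicate 3. With replicate number as a block, 324 genes were lower and 117 higher in both, where 148 and 47.0 would be by independent calls. Without wt striatum replicate 1, wt striatum replicate 3, R6/1 striatum replicate 1 and R6/1 striatum replicate 3, 0, 2, 2 and 9 genes were lower in both and 0 higher. Without wt striatum replicate 2, 332 were lower and 184 higher in both. With library totals in place of TMM, 50 were lower and 121 higher in both.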

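In wt mice Stk35 was higher in the retina than in the striatum by a log2 difference of 4.85 (SE 0.08) and Kcne2 by 9.41 (SE 0.22) (n = 3 pools per tissue). Both fell in the R6/1 retina. Of the genes that fell in the R6/1 striatum, the log2 difference of wt retina from wt striatum was −6.92 (SE 0.24) for the preproenkephalin gene Penk, −7.09 (SE 0.27) for the sodium channel subunit gene Scn4b and −4.10 (SE 0.12) for Ryr1. Among genes that fell in both tissues, Traip was higher in the wt striatum (−1.32, SE 0.12) and Rgs11 in the wt retina (0.97, SE 0.10). Slc9a5 did not pass between wt tissues (0.20, SE 0.09, adjusted p = 0.0657). Of the 2103 genes lower in the R6/1 retina, 1422 were higher in wt retina than in wt striatum (67.6%, 95% Wilson interval 65.6 to 69.6). The share was 35.1% among the other genes tested (odds ratio 3.86, p = 2.46e-174 by Fisher's exact test). Of the 220 genes lower in the R6/1 striatum, 175 were higher in wt striatum (79.5%, 95% Wilson interval 73.7 to 84.3). There the share was 39.2% among the others (odds ratio 6.03, p = 9.08e-34 by Fisher's exact test). The genes lower in the retina had a median log2 CPM of 5.30 ± 0.0108 (SD over 3 libraries) in wt retina and 4.30 ± 0.0527 in wt striatum. Those lower in the striatum had 3.86 ± 0.0320 in wt retina and 5.52 ± 0.198 in wt striatum. The exact permutation p is 0.1 for each pair, the smallest that 3 against 3 allow. Among genes that rose in the R6/1 retina, 27.2% were higher in wt retina and 50.6% in wt striatum. The genotype and tissue comparisons share the wt libraries, which by itself bears on all these shares and raises those of lower genes. In 20 simulations with unchanged genotypes the share of lower genes averaged 46.6% (highest 47.9%) in the retina and 63.0% (highest 69.5%) in the striatum. With R6/1 libraries for the tissue comparison, a choice made after the data were seen, the shares of lower genes were 57.2% and 66.8%. For genes that rose in the R6/1 retina the order then reversed, with 39.9% higher in R6/1 retina and 35.7% in R6/1 striatum. The R6/1 libraries also entered the selection of these genes. By itself this lowers the shares of lower genes and raises the retinal share of genes that rose. The simulated shares concern the comparison of wt tissues, so they are no measure for these shares or for the reversal. With replicate number as a block, 950 of the 1190 genes lower in the striatum (79.8%) were higher there in wt mice.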

In fact, downregulation generally affected genes that were highly expressed in the corresponding neural tissue: i.e., downregulated retinal genes were physiologically more highly expressed in the retina than in the striatum, and vice versa (Fig. 1C), in agreement with the strong tissue-enriched component of HD-associated transcriptional dysregulation (Refs.^44,45^ and references therein). This tissue specificity was also confirmed at the functional level (Fig. 1D), since we detected that downregulated genes in the R6/1 retina (subset *a*) were enriched in GO terms genes associated with visual perception, phototransduction and retinal development, whereas downregulated genes in the striatum (subset *c*) were enriched with genes linked to addiction, locomotion, and medium spiny neurons, among the expected pathways affected in HD (e.g., cAMP and G-protein-dependent). 

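Each of 26 genes of rod phototransduction and the outer segment fell in the R6/1 retina, with a median log2 fold change of −0.92. Among them were the photoreceptor kinase gene Grk1 (−1.22, SE 0.07), the phosducin gene Pdc (−1.14, SE 0.09) and the disc protein gene Prph2 (−1.19, SE 0.09), with n = 3 pools per genotype. Of 24 genes of medium spiny neurons 5 fell in the R6/1 striatum and none rose, with a median of −1.14. Penk, the enkephalin precursor gene of the indirect pathway, fell from 699.9 ± 110.2 to 179 ± 47.5 CPM (−1.97, SE 0.22, adjusted p = 0.0165), and Scn4b from 761 ± 203 to 134 ± 48.6 CPM (−2.51, SE 0.35, adjusted p = 0.0385). The others were the exchange factor gene Rasgrp2 (−1.13, SE 0.15), the phosphatase gene Ptpn5 (−0.71, SE 0.12) and the cannabinoid receptor gene Cnr1 (−1.23, SE 0.18). Adjusted over the list alone, 26 rod genes fell in the retina and 20 medium spiny neuron genes in the striatum. With replicate number as a block 20 medium spiny neuron genes fell (21 over the list alone), and DESeq2 called 19. The set test for the rod list gave camera adjusted p = 6.43e-66, and adjusted p = 0.0901 with an estimated correlation. For medium spiny neurons in the striatum it gave camera adjusted p = 2.46e-32, and adjusted p = 0.45 with an estimated correlation. Of 12 striatal interneuron genes, the cholinergic genes Slc5a7 (−1.12, SE 0.12) and Chat (−1.11, SE 0.15) and the nitric oxide synthase gene Nos1 (−0.57, SE 0.09) fell. There were 7 interneuron genes lower over the list alone, with the block and by DESeq2 (camera adjusted p = 8.53e-12, and adjusted p = 0.373 with an estimated correlation). Of 23 genes of cAMP and G protein signalling, the G-protein regulator genes Rgs14 (−1.24, SE 0.19) and Rgs20 (−0.55, SE 0.11) fell in the striatum. There were 14 of them lower over the list alone, with the block and by DESeq2 (camera adjusted p = 2.68e-14, and adjusted p = 0.45 with an estimated correlation). Adcy5, the main striatal adenylyl cyclase gene, was at −1.13 with adjusted p = 0.0552, and 1.49e-05 with the block. Arpp19, a cAMP-regulated phosphoprotein gene, fell in the striatum (−1.44, SE 0.23, adjusted p = 0.045) and was at −0.07 in the retina (adjusted p = 0.495). None of the 23 rod genes with striatal counts passed there in edgeR or DESeq2 (2 higher at an unadjusted p under 0.05, and 1 higher with the block). Without both striatal libraries numbered 2, a choice made after the data were seen, 2 of 22 rod genes rose there. In the retina 8 of 23 medium spiny neuron genes fell and 1 rose, 4 of 11 interneuron genes fell, and 9 of 22 cAMP genes fell and 1 rose. Over the lists alone these were 13 and 2, 6, and 11 and 1. The retinal medium spiny neuron and cAMP lists had camera adjusted p = 0.000637 and 0.000535, and adjusted p = 0.163 and 0.159 with an estimated correlation. The genotype effect was lower in the retina than in the striatum for 7 of 23 rod genes (11 over the list alone). It was higher for Ptpn5 (1.15, SE 0.21, adjusted p = 0.00355), Arpp19 (1.33, SE 0.26, adjusted p = 0.0131), Adcy5 (0.97, SE 0.24, adjusted p = 0.031) and Cnr1 (1.00, SE 0.23, adjusted p = 0.0237). Of the 23 medium spiny neuron genes 3 differed so, or 4 over the list alone. The Adcy5 difference did not pass without any 1 of the 6 retina libraries or wt striatum replicate 1 or 3 (up to 0.0793). That of Cnr1 did not pass without wt retina replicate 1 or 2, R6/1 retina replicate 2 or 3, or R6/1 striatum replicate 1 (up to 0.0622). The striatal calls of Penk, Scn4b, Rasgrp2, Ptpn5, Chat, Nos1 and Rgs20 ended without wt replicate 1 or 3 or R6/1 replicate 1 or 3 (for Penk up to 0.0976, for Scn4b up to 0.138). That of Slc5a7 ended without wt replicate 1 or 3 or R6/1 replicate 1 (up to 0.0741), and those of Cnr1, Rgs14 and Arpp19 held only without wt replicate 2 (up to 0.138, 0.148 and 0.161 otherwise).

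**Figure D1:**
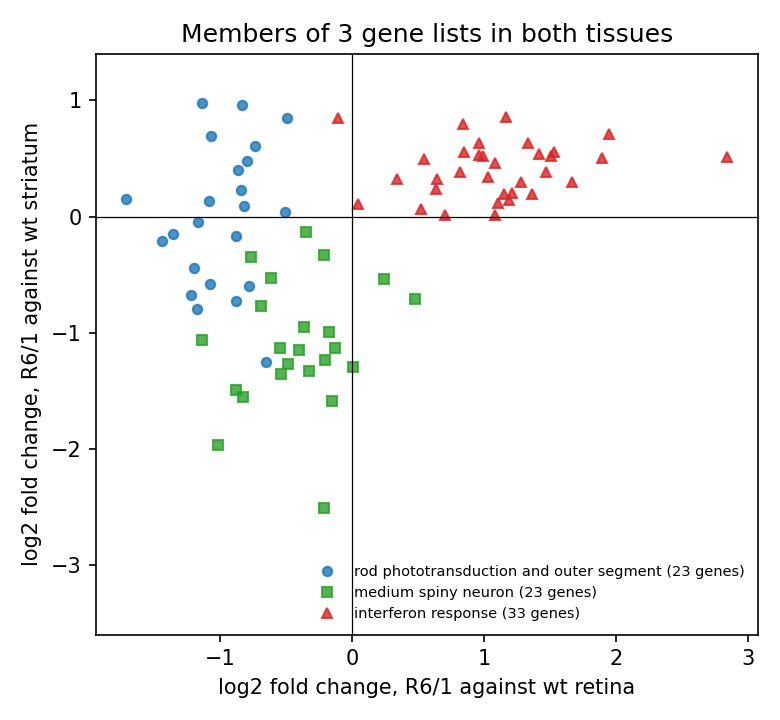
Log2 fold changes of R6/1 relative to wt in the retina (x axis) and the striatum (y axis) for 23 rod, 23 medium spiny neuron and 33 interferon response genes. Each point is a gene tested in both tissues. The rod genes lie to the left and the medium spiny neuron genes low. Over all members measured in the tissue, the medians were −0.92 for 26 rod genes in the retina and −1.14 for 24 medium spiny neuron genes in the striatum.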

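Nr1d1, a nuclear receptor gene of the clock's repressive loop, fell in the R6/1 retina from 134 ± 0.877 to 71.3 ± 4.71 CPM (SD, n = 3), a log2 fold change of −0.91, SE 0.06, adjusted p = 2.81e-08. The period gene Per3 (−0.98, SE 0.07), the repressor gene Bhlhe41 (−0.85, SE 0.07) and the clock output gene Dbp (−0.71, SE 0.07) fell as well. Arntl, whose protein pairs with Clock in the positive limb, rose (0.34, SE 0.06). Of 20 circadian clock genes 13 fell in the retina, 1 rose and 6 did not pass, with the same counts adjusted over the list alone. The retinal set test gave camera adjusted p = 2.74e-10, and adjusted p = 0.0589 with an estimated correlation. In the striatum none of the 20 passed in edgeR, although 9 were lower at an unadjusted p under 0.05, 6 over the list alone and 5 by DESeq2. In the striatum 9 fell with replicate number as a block (9 over the list alone). One was Npas2, a paralog of Clock, at −1.17 (SE 0.25) with adjusted p = 0.0844, and 5.32e-05 with the block. The block also brought in Hlf (−0.51, SE 0.13), Bhlhe40 (−0.57, SE 0.15) and Arntl (−0.33, SE 0.08), with adjusted p = 0.000582, 0.0032 and 0.0165, against 0.0904, 0.109 and 0.0846 without it. For the striatal list camera gave adjusted p = 0.00481, and adjusted p = 0.507 with an estimated correlation. With the block these were 6.72e-05 and 0.395. The genotype effect differed between the tissues for 4 of the 20 genes (retina minus striatum): Arntl (0.64, SE 0.09), Bhlhe41 (−0.90, SE 0.10), Per3 (−0.96, SE 0.12) and Nr1d2 (−0.45, SE 0.09). For the list this difference had camera adjusted p = 0.0105, and adjusted p = 0.426 with an estimated correlation. The time of day at which the tissues were taken is not given in the sources used here.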

Notably, we retrieved circadian functions among the commonly altered genes in both tissues (subset *b*) that might be related to the circadian-like modulation of GABAergic interneurons and dopamine in diverse brain areas, including the retina and striatum^46,47^. This observation should be explored in future studies considering the circadian disruption in HD patients and mice^5,48^. All subsets of downregulated genes were enriched with neuronal functions (e.g., synaptic transmission, ion transport, neuronal development) (Fig. 1D). In contrast, upregulation was linked to distinctive phenomena in each tissue, as evidenced by the retrieval of nonoverlapping associated functions (i.e., immune response in retinal subset *d* and nonneural development in striatal subset *f*, Fig. 1D) and different putative regulatory mechanisms (Supplementary Fig. S2A,B). 

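In the R6/1 retina the calcium channel subunit gene Cacna2d3 fell from 84.9 ± 2.65 to 36.3 ± 2.22 CPM (SD, n = 3), a log2 fold change of −1.23, SE 0.07, adjusted p = 3.2e-09. The photoreceptor potassium channel subunit gene Kcnv2 (−0.71, SE 0.07) and Cacna1f (−0.65, SE 0.07), the calcium channel gene of photoreceptor synapses, fell too. Of 38 voltage-gated ion channel genes 19 fell in the retina, 1 rose (Scn8a, 0.31) and 18 did not pass (20 lower and 1 higher over the list alone). The retinal channels had camera adjusted p = 4.09e-09, and adjusted p = 0.163 with an estimated correlation. In the striatum 3 of 36 fell, among them Scn4b and Kcnip2, an auxiliary gene of A-type potassium channels (−1.04, SE 0.16). Over the list alone 10 fell, and DESeq2 called 13 lower. The replicate block gave 19 lower (20 lower and 1 higher over the list alone). The striatal channels had camera adjusted p = 1.07e-08, and adjusted p = 0.45 with an estimated correlation. Of 23 genes of synaptic vesicle release 10 fell in the retina and the synaptophysin gene Syp rose (0.23, SE 0.07), or 10 and 2 over the list alone. Those lower included the complexin genes Cplx2 (−0.66, SE 0.06) and Cplx3 (−0.55, SE 0.06), the ribbon synapse syntaxin gene Stx3 (−0.55, SE 0.07) and the priming factor gene Unc13b (−0.39, SE 0.07). The Syp call ended without wt retina replicate 1, wt retina replicate 2 or R6/1 retina replicate 3 (adjusted p up to 0.11). With library totals in place of TMM, 8 retinal genes of this list were lower and 5 higher, with a median of −0.10 against −0.22. None of the 22 measured in the striatum passed in edgeR, over all genes or over the list alone, with 9 lower and 1 higher at an unadjusted p under 0.05. DESeq2 called 5 lower, and the block gave 5 lower (9 lower and 1 higher over the list alone). Cplx2 was at −0.69 in the striatum with adjusted p = 0.118, and 8.86e-05 with the block. The vesicle release list had camera adjusted p = 0.00036, and adjusted p = 0.21 with an estimated correlation in the retina. In the striatum it had camera adjusted p = 0.000803, and adjusted p = 0.6 with an estimated correlation. Neither list passed for a difference between the tissues (camera adjusted p = 0.7 for channels and 0.659 for vesicle release), which does not show equal effects. The effect was higher in the retina for 2 channel genes and lower for 1. No vesicle release gene differed in edgeR, with 5 at an unadjusted p under 0.05 and 2 lower in the retina by DESeq2. The Kcnip2 call ended without wt striatum replicate 1 or 3 or R6/1 striatum replicate 1 or 3 (up to 0.152).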

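Ifit1, an interferon-induced antiviral gene, rose in the R6/1 retina from 3.96 ± 0.116 to 15.3 ± 3.78 CPM (SD, n = 3), a log2 fold change of 1.95, SE 0.16, adjusted p = 4.14e-07. The RNA sensor gene Ddx58 (1.42, SE 0.12), the GTPase gene Irgm1 (1.47, SE 0.14) and Ifit3 (1.17, SE 0.11) rose as well. Of 33 interferon response genes 28 rose in the retina and none fell (29 over the list alone), with a median log2 fold change of 1.09. Of 15 genes of MHC class I and antigen processing 10 rose and none fell (11 over the list alone). Examples are H2-Q4 (1.75, SE 0.16), H2-D1 (0.75, SE 0.09) and the peptide-trimming peptidase gene Erap1 (0.58, SE 0.07). Of 13 complement genes 8 rose and none fell (8 over the list alone), among them the inhibitor gene Serping1 (1.43, SE 0.16). For these lists in turn, camera gave adjusted p = 9.04e-19, 1.31e-10 and 1.76e-05. They had adjusted p = 0.154, 0.117 and 0.154 with an estimated correlation. By fry, another set test, they had adjusted p = 0.00415, 0.00366 and 0.00454 in the retina and 0.206, 0.151 and 0.112 in the striatum. In the R6/1 striatum no interferon response gene passed in edgeR, with 10 of 33 higher at an unadjusted p under 0.05 and 2 by DESeq2. With replicate number as a block 9 rose (13 over the list alone). Without both striatal libraries numbered 2, a choice made after the data were seen, 11 rose. The striatal interferon list had a median of 0.38 (camera adjusted p = 8.15e-07, and adjusted p = 0.507 with an estimated correlation). No striatal MHC class I gene passed in edgeR (4 higher at an unadjusted p under 0.05, 1 by DESeq2, and 2 with the block). That list had camera adjusted p = 0.00354, and adjusted p = 0.507 with an estimated correlation. No complement gene passed in the striatum in edgeR (3 of 14 lower at an unadjusted p under 0.05, 0 by DESeq2), with camera adjusted p = 0.174. The genotype effect was higher in the retina than in the striatum for 4 interferon, 5 MHC class I and 7 complement genes and lower for none (10, 9 and 10 over the lists alone). The difference had camera adjusted p = 3.4e-06, 1.71e-05 and 1.03e-09 for these lists, and adjusted p = 0.426, 0.209 and 0.0802 with an estimated correlation. Of 33 developmental transcription factor genes 13 had striatal counts, and none passed in edgeR or DESeq2 (1 higher at an unadjusted p under 0.05 and over the list alone). That gene was Wt1, a regulator of kidney and gonad development, at 0.12 ± 0.159 CPM in wt and 1.03 ± 0.204 CPM in R6/1 striata (2.93, SE 0.70, adjusted p = 0.0792, and 0.0338 with the block). The striatal list had camera adjusted p = 0.0753. In the retina 2 of 13 fell (2 over the list alone), the T-box genes Tbx20 (−1.22, SE 0.24) and Tbx3 (−0.64, SE 0.13).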

Since RNA splicing is also documented to be disturbed in HD^49,50^, we also investigated differential spliced genes between genotypes in our RNA-seq datasets. We observed a similar behaviour as in differential expression: high tissue specificity with a prominent retinal deregulation (Fig. 1E). The affected genes were enriched in mRNA processing functions (e.g., splicing in the retina and translation in the striatum) (Fig. 1F).

**Figure 1:**
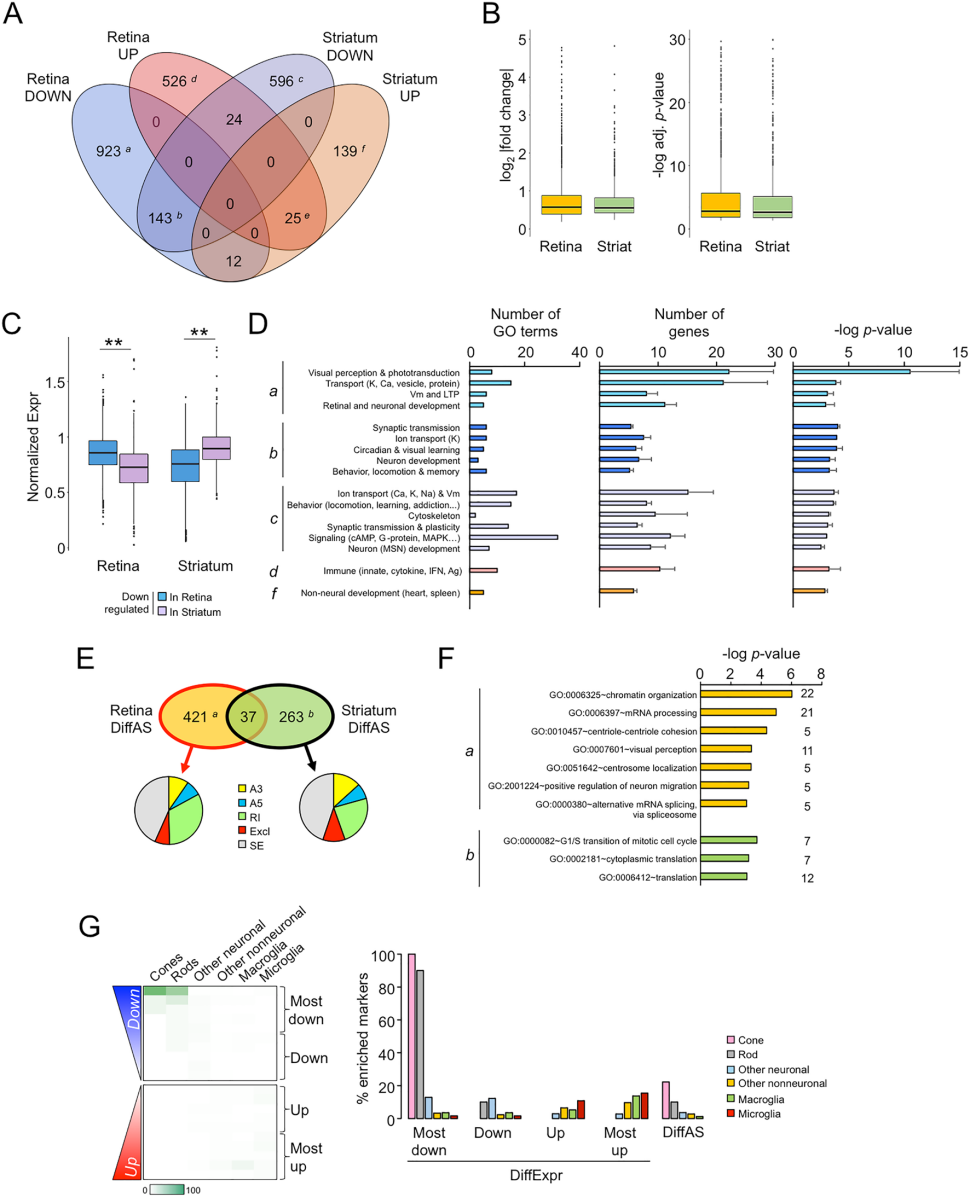
RNA-seq analysis in the retina and striatum of R6/1 mice. (**A**) Venn diagram showing the number of DEGs in pairwise comparisons between wt and R6/1 mice (adj. *p*-value < 0.05, n of pools = 3 per genotype). Downregulated genes were indicated as *a* (exclusive retinal), *b* (common to both tissues) and *c* (exclusive striatal), and upregulated genes as *d* (exclusive retinal), *e* (common) and *f* (exclusive striatal). (**B**) Absolute values of log_2_ fold change (left) and − log adj. *p*-value (right) in the R6/1 retina and striatum: outliers > 5 and > 30 were removed from each panel respectively to enable visualization of medians and quartiles of the values. (**C**) Normalized basal expression of DEGs in wt retinas and striata. **p-value < 0.005, Student’s *t*-test between tissues. (**D**) GO enrichment analysis of DEGs in the retina and the striatum of R6/1 mice (*p*-value < 0.001 (DAVID)); not significant results were retrieved for subset *e*. Letters indicate the subsets of genes defined in (**A**). Data are expressed as mean ± s.e.m. *Vm* membrane potential, *cAMP* cyclic AMP, *MSN* medium spiny neurons, *IFN* interferon, *Ag* antigen. (**E**) Venn diagram showing the genes affected by differential alternative splicing (diffAS) in R6/1 retina and striatum compared to wt littermates. Pie charts indicate the type of aberrant splicing compiled in vast-tools, rMATS and SUPPA2: A5, alternative 5’ splice-site; A3, alternative 3’ splice-site; RI, retained intron; Excl, excluded exon (mutually exclusive exons, alternative first and last exon); SE, skipped exon. (**F**) GO enrichment analysis of genes with diffAS in the retina and the striatum of R6/1 mice (*p*-value < 0.001 (DAVID)). Numbers besides bars indicate the number of genes contained in GO categories. (**G**) Retinal DEGs were ranked according to their significance and direction of change, and divided in bins of 100 genes. On the left, percentage of retinal cell-specific markers counted per bin. For “Other neuronal” we represent the average of counts from amacrine, bipolar and retinal ganglion cells, for “Macroglia” the averaged counts from Müller glia and astrocytes, and for “Other non-neuronal” the averaged counts from pericytes and perivascular fibroblasts. On the right, the same data were represented as grouped percentages in a bar graph, besides the genes affected by aberrant alternative splicing (diffAS).

To explore in further detail the retinal transcriptional profile of the R6/1 strain, we examined the cell types that were the most affected according to our differential gene expression analysis. To this end, we used the markers obtained from a scRNA-seq analysis performed in the mouse retina that were assigned to specific neuronal and nonneuronal cells^30^ (see “Materials and methods” for further details). 

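Opn1sw, the short-wavelength cone opsin gene, fell in the R6/1 retina from 396 ± 20.0 to 0.979 ± 0.184 CPM (SD, n = 3), a log2 fold change of −8.65, SE 0.11, adjusted p = 9.67e-19. The cone arrestin gene Arr3 fell from 185 ± 43.2 to 12.5 ± 1.2 CPM (−3.89, SE 0.23, adjusted p = 0.000412). The medium-wavelength opsin gene Opn1mw was at 100.1 ± 5.2 CPM in wt and 0.0717 ± 0.0804 CPM in R6/1 retinas. Of the rod genes, the transducin gene Gnat1 fell from 9953 ± 1117 to 3668 ± 899 CPM (−1.44, SE 0.19, adjusted p = 0.00222). The transferrin gene Trf rose from 83.3 ± 7.36 to 188 ± 4.38 CPM (1.17, SE 0.07, adjusted p = 3.36e-09) and the MHC class I gene H2-K1 from 15.7 ± 0.764 to 40.0 ± 3.57 CPM (1.36, SE 0.09, adjusted p = 1.3e-08). The microglial cathepsin gene Ctss rose from 12.1 ± 0.856 to 23.4 ± 2.96 CPM (0.95, SE 0.11, adjusted p = 7.66e-06). Gfap, an intermediate filament gene of astrocytes and reactive Müller glia, rose from 11.4 ± 1.61 to 35.6 ± 4.35 CPM (1.65, SE 0.12, adjusted p = 5.2e-08). On GRCm38, Opn1sw (ENSMUSG00000058831) lies on chromosome 6 from 29376671 to 29388468. Trf (ENSMUSG00000032554) lies on chromosome 9 from 103204001 to 103230444 and Gfap (ENSMUSG00000020932) on chromosome 11 from 102887336 to 102900912. Of 12 cone genes 9 fell, 1 rose and 2 did not pass, with the same counts over the list alone. The gene that rose, Gnb3 (0.73), is a transducin subunit gene that bipolar cells also use, and the cone genes Gnat2 (−2.06, SE 0.08) and Pde6c (−1.55, SE 0.08) fell. For cone genes camera gave adjusted p = 2.66e-97, and adjusted p = 0.00783 with an estimated correlation. Of 13 bipolar cell genes 12 fell (12 over the list alone), for example Pcp2 (−1.05, SE 0.08) and the kinase gene Prkca (−0.73, SE 0.07). Of 14 amacrine cell genes 8 fell (9 over the list alone), for example the neuropeptide gene Vip (−2.46, SE 0.15). Of 7 horizontal cell genes 6 fell (6 lower and 1 higher over the list alone), for example Calb1 (−1.06, SE 0.08). Of 15 retinal ganglion cell genes 9 fell (9 over the list alone), for example the neurofilament gene Nefl (−0.79, SE 0.06) and Rbpms (−0.87, SE 0.15). None of these 4 groups had a gene that rose in edgeR with TMM or by DESeq2. Their medians were −0.56, −0.55, −0.60 and −0.48 in this order, against −1.62 for cone genes. In the same order camera gave adjusted p = 8.51e-16, 7.01e-11, 1.76e-05 and 1.63e-05, and adjusted p = 0.0198, 0.117, 0.117 and 0.209 with an estimated correlation. Scaling by library totals gave 10, 8, 6 and 6 lower genes, with 1 horizontal and 1 ganglion cell gene higher. In the striatum none of the 7 cone, 8 bipolar, 7 horizontal and 13 ganglion cell genes with counts passed in edgeR. At an unadjusted p under 0.05 these had 2 lower, 2 lower, 2 higher, and 2 lower with 1 higher, and DESeq2 called 0, 1 lower, 2 higher and 2 lower. Over the lists alone 1 horizontal cell gene was higher, and 1 ganglion cell gene was higher and 2 lower. The replicate block gave 2 horizontal cell genes higher and none of the others. Leaving out both striatal libraries numbered 2 was chosen after the data were seen. It gave 3 of 5 horizontal cell genes higher (camera adjusted p = 6.84e-05, and adjusted p = 0.436 with an estimated correlation). It also gave 2 ganglion cell genes higher and 4 lower, with 2 bipolar cell genes and 1 cone gene lower. Of 14 amacrine genes in the striatum Slc5a7 and Chat fell (3 over the list alone, 4 with replicate number as a block). The striatal amacrine list had camera adjusted p = 0.000346, and adjusted p = 0.373 with an estimated correlation.

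**Figure D2:**
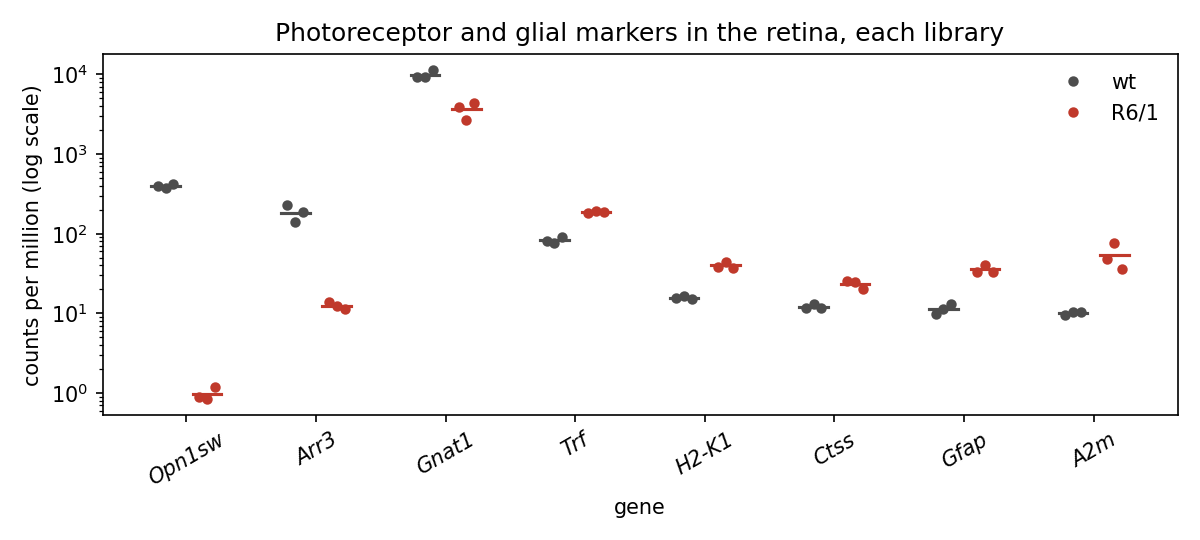
TMM-normalized CPM on a log axis for 8 genes in 3 wt and 3 R6/1 retina libraries. Points are libraries and lines are group means. Opn1sw, Arr3 and Gnat1 lie lower in every R6/1 library than in every wt library, and Trf, H2-K1, Ctss, Gfap and A2m higher. The A2m mean is 10.1 CPM in wt and 53.7 CPM in R6/1 retinas.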

The presence of these markers among the DEGs inferred the prominent alterations of photoreceptor cells because specific genes of cones (e.g., *Opn1sw*, *Arr3*) and rods (e.g., *Rho*, *Gnat1*) were the most downregulated genes in R6/1 retinas compared to wt littermates, followed by the upregulation of microglia (e.g., *Trf*, *H2-K1*, *Ctss*) and macroglia markers (e.g., *Gfap*) (Fig. 1G), in agreement with the GO enrichment of innate immune response in Fig. 1D. Aberrant splicing was less selective but still showed a trend towards photoreceptor cells (Fig. 1G).

### Progressive molecular alterations in the R6/1 retina and striatum

To establish the time-frame of molecular impairments in the R6/1 retinas, we further analysed the transcript levels of photoreceptors and gliosis markers together with other down- and upregulated genes at different stages of the pathology: prodromal (7 weeks old), symptomatic (13–15 weeks old) and advanced symptomatic (25–28 weeks old). In general, downregulation preceded upregulation in the R6/1 retina; nonetheless, all examined genes were significantly altered in the intermediate age of sampling (Fig. 2A,B). A similar behaviour was observed in the R6/1 striatum, except for the lack of upregulation of the gliosis-related genes *A2m* and *Gfap* compared to wt striatum (Fig. 2C,D), confirming previous results from our laboratory^24^ at the timings of sampling.

**Figure 2:**
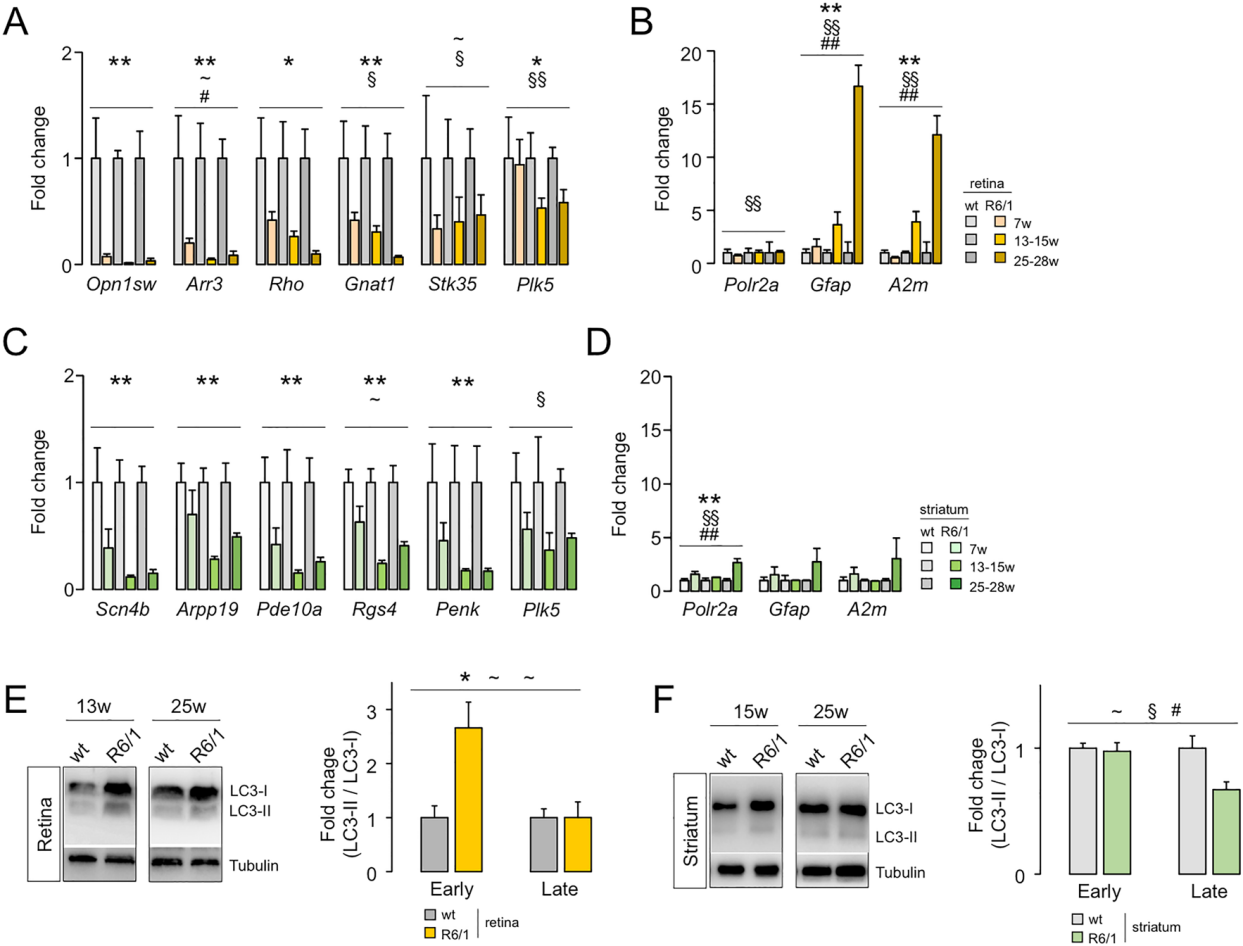
Time-course profiling of molecular alterations in the R6/1 retina and striatum. (**A**,**B**) Time-course analysis of the downregulation (**A**) and upregulation (**B**) of selected genes in the R6/1 retina compared to wild-type littermates. 7 weeks, n = 6 (wt) and n = 8 (R6/1); 13–15 weeks, n = 5 (wt) and n = 7 (R6/1); 25–28 weeks, n = 3 per genotype. (**C**,**D**) The same analysis in the R6/1 and wild-type striata. 7 weeks, n = 7 (wt) and n = 8 (R6/1); 13–15 weeks, n = 7 (wt) and n = 9 (R6/1); 25–28 weeks, n = 8 per genotype. Data are expressed as mean ± s.e.m. *p < 0.05, **p < 0.005, genotype effect; ^§^*p* < 0.05, ^§§^*p* < 0.005, age effect; ^#^*p* < 0.05, ^##^*p* < 0.005, interaction effect; ^~^*p* < 0.1 in any effect, ANOVA test. (**E**,**F**) Protein extracts from the retina (**E**) and striatum (**F**) of R6/1 and wt littermates were analyzed by western blotting assays with antibodies against LC3II/I and α-tubulin as loading control. Retina early, 7/9/15-week-old, n = 4 (wt) and n = 6 (R6/1); Retina late, 21/25-week-old, n = 3 (wt) and n = 4 (R6/1); striatum early, 5/13-week-old, n = 6 (wt) and n = 9 (R6/1); striatum late, 25-week-old, n = 4 (wt) and n = 5 (R6/1). Data are expressed as mean ± s.e.m. *p < 0.05 genotype effect; ^§^*p* < 0.05 age effect; ^#^*p* < 0.05 interaction; ^~^*p* < 0.1 in any effect, ANOVA test in R6/1 and wt littermates. More blots are shown in Supplementary Fig. S3.

On the basis that autophagy is known to be altered in HD^51^ and is involved in inflammation resolution due to its clearance role^52,53^, we compared the dysfunctions in autophagy processes between the retina and the striatum of R6/1 mice and their wt littermates. To this end, we analysed by western blotting assays the conversion of the cytosolic form of LC3 (LC3-I) into the LC3-phosphatidylethanolamine conjugate (LC3-II), which is recruited to autophagosomal membranes, as a marker of autophagy activation. Based on their similarity, we grouped the results for R6/1 at early (5–15 weeks old) and advance stages (21–25 weeks old). We detected a significant increase in the LC3-II / LC3-I ratio in the retinas from early R6/1 mice compared with age-matched wt mice in response to the mHTT insult, but the LC3-II / LC3-I ratio was later similar in advanced R6/1 mice (Fig. 2E and Supplementary Fig. S3A), indicating that autophagic influx was delayed^54^. The inability to activate the autophagic influx in the mutant striatum was already observed in early stages, leading to the accumulation of LC3-I in advanced stages (Fig. 2F and Supplementary Fig. S3B) in agreement with other reports^55,56^. 

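Ctso, a lysosomal cathepsin gene, rose in the R6/1 retina from 29.9 ± 0.881 to 64.9 ± 5.67 CPM (SD, n = 3), a log2 fold change of 1.12, SE 0.08, adjusted p = 1.83e-08. In the striatum Ctso was at 0.04 (SE 0.11), and the difference between the tissues was 1.04, SE 0.14, adjusted p = 0.000465. The tetraspanin gene Cd63 (0.68, SE 0.09) and the glucuronidase gene Gusb (0.81, SE 0.13) rose in the retina as well. Of 51 lysosome genes 24 rose in the retina, none fell and 27 did not pass (29 higher over the list alone), with a median log2 fold change of 0.19. The retinal lysosome list had camera adjusted p = 1.28e-07, and adjusted p = 0.117 with an estimated correlation. None of the 51 passed in the striatum in edgeR or DESeq2, with 8 higher at an unadjusted p under 0.05. Fitted with replicate number as a block, 2 were higher (1 over the list alone). The striatal median was 0.04 (camera adjusted p = 0.0609). The genotype effect was higher in the retina than in the striatum for 6 of the 51 and lower for none (9 over the list alone). For this difference the list had camera adjusted p = 0.000601, and adjusted p = 0.209 with an estimated correlation. Of 36 core autophagy genes 4 rose in the retina: the LC3B gene Map1lc3b (0.28, SE 0.06), the related gene Gabarap (0.32, SE 0.07), the receptor gene Sqstm1 (0.22, SE 0.06) and the protease gene Atg4c (0.30, SE 0.08). The Sqstm1 call ended without wt retina replicate 1, wt retina replicate 2 or R6/1 retina replicate 3 (adjusted p up to 0.0696), and that of Atg4c without wt retina replicate 2 (0.0641). The autophagy receptor gene Optn fell (−0.61, SE 0.06) and 31 did not pass, with the same counts over the list alone (camera adjusted p = 0.231). In the striatum none of the 36 passed in edgeR, by DESeq2 or with the block, with 3 higher at an unadjusted p under 0.05. The striatal median was −0.01, in the other direction from the set test (camera adjusted p = 0.892). The effect differed between the tissues for Map1lc3b (0.33, SE 0.08, adjusted p = 0.0219) and Optn (−0.75, SE 0.17, adjusted p = 0.014), while the list did not pass (camera adjusted p = 0.588). The Map1lc3b difference ended without wt retina replicate 1 or 2, R6/1 retina replicate 3, wt striatum replicate 1 or R6/1 striatum replicate 1 (up to 0.0598). Scaling by library totals gave 36 lysosome and 14 autophagy genes higher in the retina and left 1 autophagy gene lower. Under that scaling the retinal lysosome list also passed by camera with an estimated correlation (adjusted p = 0.0213). The retinal autophagy list then had camera adjusted p = 0.0431, and adjusted p = 0.21 with an estimated correlation.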

After inspecting the RNA-seq results, we confirmed the significant deregulation of several components of the autophagic system in nearly all the categories summarized in Ref.^37^ in both the retina and the striatum of 13–15 weeks-old R6/1 mice, although the most notable difference was observed in genes involved in lysosomal biogenesis that were significantly upregulated in the R6/1 retina in comparison with the striatum of the same mice (Supplementary Fig. S4).

Overall, these results indicated that the progression of the neuronal alterations was similar between the retina and striatum of the R6/1 mice whereas neuroinflammation and autophagy was differentially impaired between both tissues.

### R6/1 retinas showed glial activation

Our previous analyses suggested that local inflammatory processes took place in the retina, but not in the striatum, of symptomatic R6/1 mice, in agreement with a TFBS prediction in which DNA motifs for inflammatory transcription factors (i.e., IRFs and STATs)^57^ were highly enriched in the genes that were upregulated in the R6/1 retina (Supplementary Fig. S2C). This retina-accelerated neuroinflammation was not due to either a higher CAG instability of the transgene (Supplementary Fig. S5A) or higher expression of the R6/1 transgene in the mutant retina related to the striatum (Supplementary Fig. S5B), which might exacerbate the progression of the pathology in the former tissue.

Since retinal markers used in Fig. 1G were retrieved in the basal state, this analysis did not differentiate the activation states of resident glial cells. To determine whether the retinal neuroinflammation was associated with glial activation, we used external datasets to obtain the most significant genes (top250) in the pairwise comparison between isolated astrocytes (Aldh1l1^+^) from control and injured mice (combining LPS injection and middle cerebral artery occlusion^32^): whereas the upregulation signature was linked to astrocytic activation and gliosis, downregulated genes indicated overexpression in resting astrocytes; these markers might be shared between retinal astrocytes and Müller glia as they trigger similar molecular changes after injury^58^. In a similar manner, we also obtained the top250 genes from isolated microglia (CD11b^+^-CD45^+^) at different stages of neurodegeneration triggered by p25 induction; thus, we retrieved the signatures for homeostatic/basal, early and late activated microglia under ongoing neurodegenerative processes^35^. We identified examples of all sets of genes related to basal and activated glia to be significantly upregulated in the R6/1 retina compared to wt littermates, suggesting the coexistence of different stages of glial activation (Fig. 3A, top panels) in HD progression. In contrast, the R6/1 striatum did not show any increase in glial markers (Fig. 3A, bottom panels). 

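C1qa, a complement gene expressed by microglia, rose in the R6/1 retina from 2.78 ± 0.449 to 6.66 ± 1.57 CPM (SD, n = 3), a log2 fold change of 1.25, SE 0.20, adjusted p = 0.000221. Its partners C1qb (1.08, SE 0.19) and C1qc (1.29, SE 0.19) rose as well. Stat3, a transcription factor gene of reactive glia, rose from 45.4 ± 4.34 to 108 ± 13.1 CPM (1.25, SE 0.09, adjusted p = 4.46e-07). The feedback inhibitor gene Socs3 (2.21, SE 0.23), the endothelin gene Edn2 (2.88, SE 0.21) and the growth factor gene Fgf2 (1.78, SE 0.22) rose too. Of 14 microglia and macrophage genes 10 rose and none fell (12 over the list alone, 7 by DESeq2), with a median log2 fold change of 1.09. Of 19 genes of disease-associated microglia 12 rose, for example B2m (1.06, SE 0.13) and the tetraspanin gene Cd9 (0.45, SE 0.07), and the osteopontin gene Spp1 fell (−0.87, SE 0.12). Over the list alone 14 rose and 1 fell. Of 12 homeostatic microglia genes 3 rose, among them the growth factor receptor gene Csf1r (0.46, SE 0.14) and Fcrls (1.23, SE 0.41), and none fell (4 over the list alone, 1 by DESeq2). The Csf1r call ended without wt retina replicate 1 or 3 or R6/1 retina replicate 1 or 3 (adjusted p up to 0.146), and that of Fcrls without any 1 of the 3 wt retina libraries or R6/1 retina replicate 1 (up to 0.225). Of 16 genes of injury signalling in glia 13 rose and the endothelin receptor gene Ednrb fell (−0.62, SE 0.13), with the same counts over the list alone. The protease inhibitor gene A2m of that list rose (2.41, SE 0.36, adjusted p = 0.0149), and without any 1 of the 3 wt retina libraries its call ended (up to 0.0717). Camera gave adjusted p = 1.76e-05 for microglia and macrophages, 1.76e-05 for disease-associated microglia, 0.0338 for homeostatic microglia and 5.38e-17 for injury signalling. In this order they had adjusted p = 0.181, 0.159, 0.206 and 0.154 with an estimated correlation. Of 16 Müller glia genes 4 rose: the retinol dehydrogenase gene Rdh10 (0.61, SE 0.07), the clusterin gene Clu (0.55, SE 0.09), the vimentin gene Vim (0.37, SE 0.08) and Apoe (0.28, SE 0.06). The glutamine synthetase gene Glul fell (−0.37, SE 0.09), and over the list alone 5 rose and 2 fell (camera adjusted p = 0.0615). Scaling by library totals gave 8 Müller glia genes higher and 1 lower (camera adjusted p = 0.0126, and adjusted p = 0.299 with an estimated correlation). Of 13 brain astrocyte genes Gfap, Aldh1l1 (0.44, SE 0.14) and Atp1b2 (0.21, SE 0.07) rose and the glycolytic gene Aldoc fell (−0.33, SE 0.07), with the same counts over the list alone (camera adjusted p = 0.141). The Aldh1l1 call ended without wt retina replicate 1, wt retina replicate 2 or R6/1 retina replicate 2 (up to 0.143), and that of Atp1b2 also without R6/1 retina replicate 3 (up to 0.217).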

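In the R6/1 striatum the log2 fold change was −0.15 (SE 0.11) for C1qa, 0.04 (SE 0.08) for Ctss and 0.06 (SE 0.28) for Gfap (n = 3 pools per genotype), and none of them passed. Gfap was at 66.6 ± 14.3 CPM in wt and 69.4 ± 23.9 CPM in R6/1 striata. The genotype effect was higher in the retina than in the striatum for C1qa (1.37, SE 0.23, adjusted p = 0.00246), C1qc (1.46, SE 0.16, adjusted p = 0.00012), Ctss (0.87, SE 0.14, adjusted p = 0.00188) and Stat3 (1.09, SE 0.13, adjusted p = 0.000198). For Gfap the difference was 1.55, SE 0.37, adjusted p = 0.0323. It did not pass without any 1 of the 6 retina libraries, wt striatum replicate 2, wt striatum replicate 3 or R6/1 striatum replicate 1 (up to 0.0833). No striatal gene of the microglia and macrophage, homeostatic, disease-associated or injury signalling lists (14, 12, 19 and 15 measured) passed in edgeR or DESeq2, nor over the list alone. At an unadjusted p under 0.05 these lists had 1 lower, 3 lower, 2 higher with 1 lower, and 3 lower. Their striatal medians were −0.15, −0.13, −0.06 and −0.01 (camera adjusted p = 0.54, 0.15, 0.909 and 0.892). The set test of disease-associated microglia pointed up while the median was negative. The block fit gave 1 disease-associated microglia gene higher and 1 lower, 2 homeostatic genes lower over the list alone, and 1 injury signalling gene higher. Of 14 astrocyte genes Aldoc fell in the striatum (−0.69, SE 0.11, adjusted p = 0.0229) and none rose. There were 6 lower over the list alone, 4 by DESeq2, and 6 lower with 1 higher with the block (camera adjusted p = 0.000434, and adjusted p = 0.45 with an estimated correlation). Of 16 Müller glia genes Glul fell in the striatum (−0.50, SE 0.09, adjusted p = 0.0419), with 3 lower over the list alone and by DESeq2 and 4 lower with 1 higher with the block (camera adjusted p = 0.303). The Aldoc call ended without wt striatum replicate 1 or 3 or R6/1 striatum replicate 1 or 3 (up to 0.151), and that of Glul held only without wt replicate 2 (up to 0.224 otherwise). Tested directly, the effect was higher in the retina for 10 of 14 microglia and macrophage, 4 of 12 homeostatic and 4 of 19 disease-associated microglia genes (12, 7 and 9 over the lists alone). It was higher for 8 of 15 injury signalling, 3 of 13 astrocyte and 3 of 16 Müller glia genes (12, 4 and 3 over the lists alone), and lower for none of the 6 lists. Over the list alone, 2 injury signalling genes and 1 Müller glia gene were lower. Camera on these differences gave adjusted p = 7.17e-12, 5.82e-05, 5.91e-05, 2.91e-11, 0.000934 and 0.0467 in this order. They had adjusted p = 0.0945, 0.155, 0.209, 0.155, 0.218 and 0.426 with an estimated correlation. From the rise of basal and activated glial genes in the R6/1 retina, the paper proposes that different stages of glial activation coexist there.

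**Figure D3:**
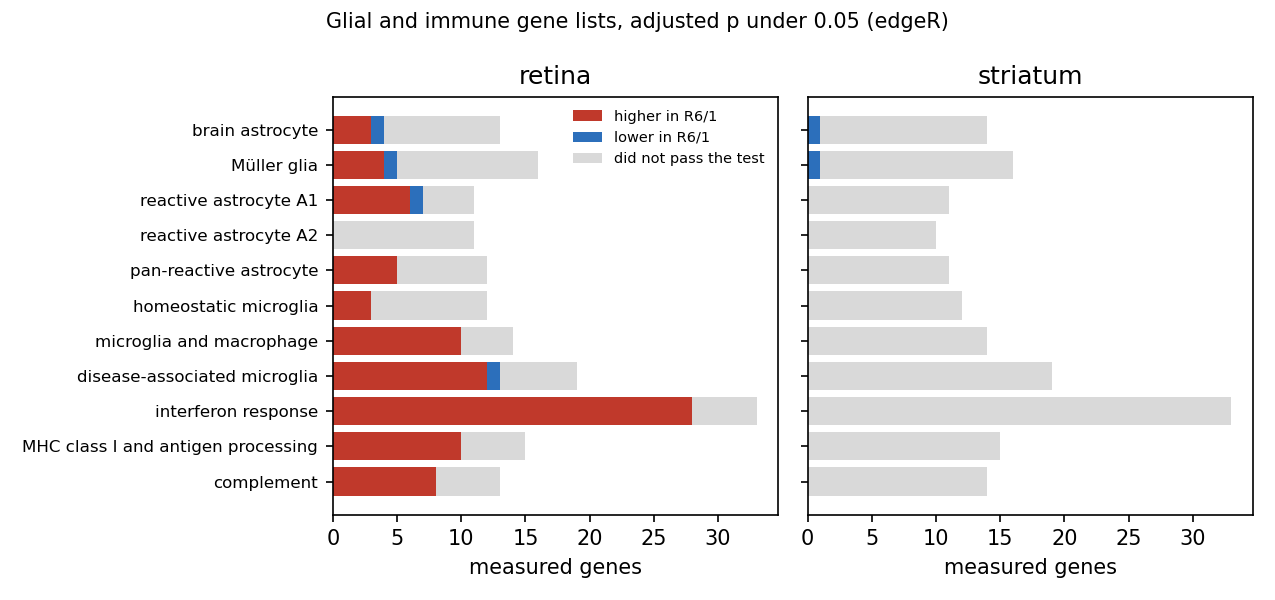
Number of genes that rose, fell or did not pass at an adjusted p under 0.05 in R6/1 relative to wt retinas and striata, for 11 glial and immune gene lists. In the retina 10 of 14 microglia and macrophage and 28 of 33 interferon response genes rose, and in the striatum no gene of the 11 lists rose. The counts are from edgeR without the replicate block. With the block genes of several glial and immune lists rose in the striatum, among them 9 interferon response and 2 MHC class I genes.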

To gain further insights regarding the type of glial activation, we examined the changes occurring in markers ascribed to two recently described subtypes of reactive astrocytes: neurotoxic A1 and neuroprotective A2^36^. We found in the retina of R6/1 mice the activation of 25% of A1-astrocytic and 38.5% pan-astrocytic markers, indicating that the detected gliosis was associated with an inflammatory deleterious response (Fig. 3B).

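Serpina3n, a protease inhibitor gene induced in reactive astrocytes, rose in the R6/1 retina from 3.58 ± 0.357 to 16.1 ± 5.3 CPM (SD, n = 3), a log2 fold change of 2.17, SE 0.23, adjusted p = 0.000186. The cytokine receptor gene Osmr (1.22, SE 0.13) and the sphingosine receptor gene S1pr3 (0.36, SE 0.08) rose too. With Gfap and Vim, 5 of 12 measured pan-reactive genes rose and 7 did not pass (6 higher and 1 lower over the list alone), which is 38.5% of the 13 list members. Of 11 measured A1 genes 6 rose, 50.0% of the 12 list members: Serping1, H2-D1, H2-T23 (0.84, SE 0.20), Gbp2 (1.19, SE 0.16), the immunoproteasome gene Psmb8 (1.26, SE 0.23) and the GTPase gene Iigp1 (1.37, SE 0.30). All 6 also belong to the interferon response, MHC class I or complement list, and no measured A1 gene outside those lists rose. The A1 count is therefore not separate from the rise of those lists. The adhesion molecule gene Amigo2 fell (−0.26, SE 0.06), though not under scaling by library totals, and 4 did not pass (7 higher and 1 lower over the list alone). None of 11 measured A2 genes passed in edgeR or DESeq2 or had an unadjusted p under 0.05. The A2 gene Sphk1, a sphingosine kinase gene, was at −0.51, SE 0.28, adjusted p = 0.206. Camera gave adjusted p = 0.000717 for A1, 1.76e-05 for pan-reactive and 0.972 for A2 genes. In this order they had adjusted p = 0.278, 0.209 and 0.979 with an estimated correlation. In the striatum no A1, pan-reactive or A2 gene passed in edgeR, of 11, 11 and 10 measured. At an unadjusted p under 0.05, over the list alone and by DESeq2, 1 A1 gene was higher and 1 lower there, and the replicate block gave 1 higher and 2 lower. At an unadjusted p under 0.05, 1 pan-reactive gene was higher and 1 A2 gene lower, and neither DESeq2 nor the block called any of them. The genotype effect was higher in the retina for 3 of 11 A1 and 3 of 10 pan-reactive genes (6 and 3 over the lists alone). For these differences camera gave adjusted p = 0.000467 and 0.00133, and adjusted p = 0.209 and 0.218 with an estimated correlation. None of 10 A2 genes differed between the tissues in edgeR or DESeq2, with 1 higher and 1 lower at an unadjusted p under 0.05.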

**Figure 3:**
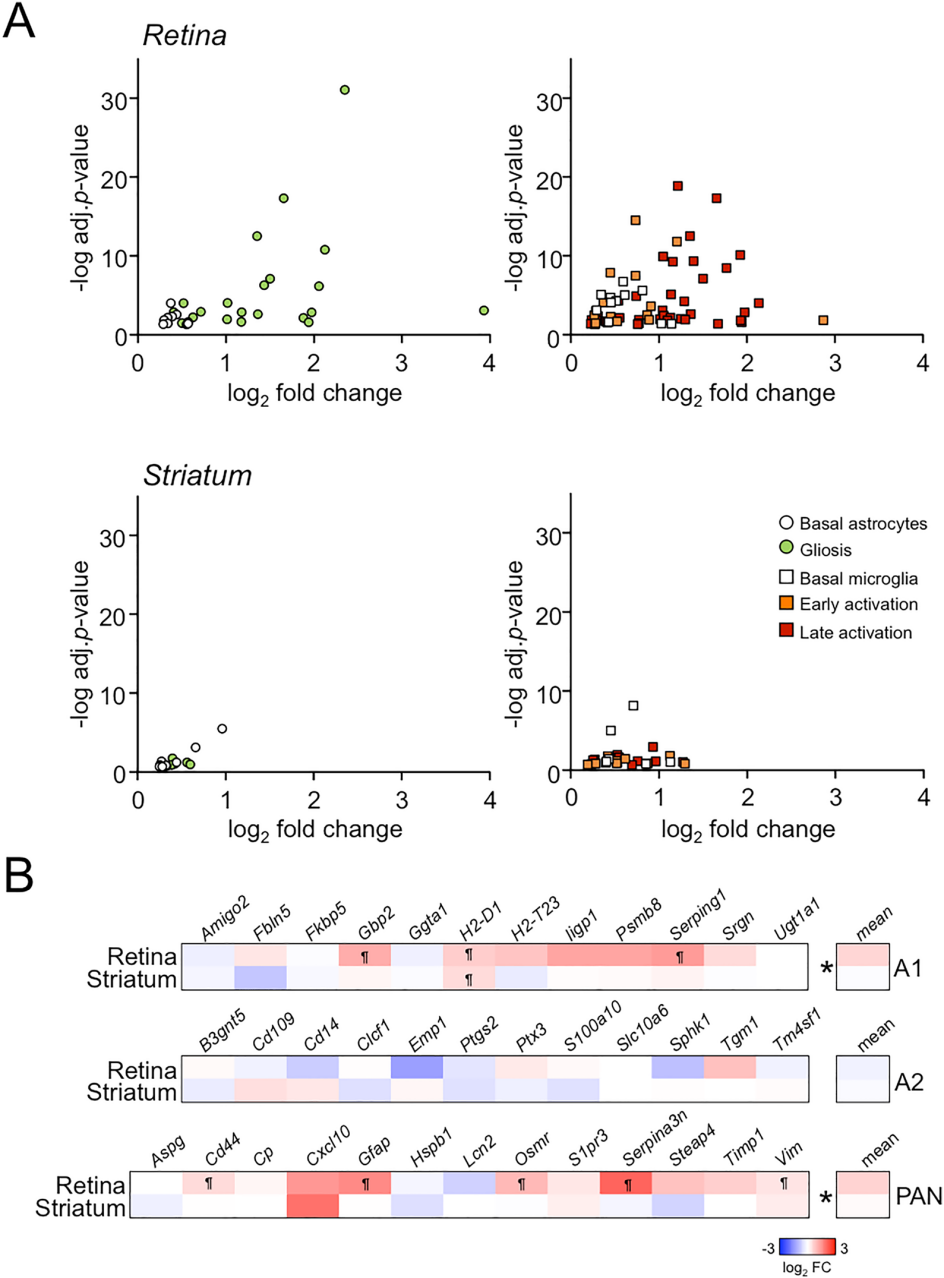
A glial activation signature is only present in the R6/1 retina. (**A**) Plots showing the upregulated genes in 13–15 weeks-old R6/1 retina (top panels) and striatum (bottom panels) according to magnitude (log_2_ fold change) and significance (− log adj. *p*-value) of change in the RNA-seq analysis that are markers for astrocytes (left panels) and microglia (right panels) at different stages of activation (see text for further details). For striatal genes no significance cut-off was applied to permit the analysis of the same number of genes as in retina to facilitate the comparison between both tissues. (**B**) Heatmap plot of the fold changes of DEGs belonging to the A1, A2 and panastrocytic signatures (see text). ¶, adjusted *p*-value < 0.05 from the RNA-seq analysis. *p-value < 0.05, Student’s *t*-test between the fold changes means of both tissues.

Retinal neuroinflammation was apparently restricted to glial cells since additional inflammatory markers were not induced in our RNA-seq data. For example, most adaptive immune markers for T- and B cells were not detected in the retinal transcriptomes or were expressed at low levels, independently of the genotype (Supplementary Fig. S6A). In addition, other genes associated with inflammation were also lowly expressed (such as the classical proinflammatory cytokines *Il1b*, *Il6* and *Tnf*) or did not show differences between genotypes (such as the inducible heme oxygenase by mitochondrial dysfunction *Hmox1*), as confirmed by RT-qPCR assays in independent samples (Supplementary Fig. S6B).

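Of 23 genes of T, B and NK cells 12 are listed in the table, and 8 of these had counts in the retina, none at 1 CPM or more (largest mean 0.735 CPM over 6 libraries). The other 11 are not listed, among them the T-cell receptor complex genes Cd3d, Cd3e and Cd3g. Counts this low limit the comparison, and a gene that is not listed is not shown to be absent. None of the 8 passed between wt and R6/1 retinas (n = 3) in edgeR or DESeq2 or had an unadjusted p under 0.05. Their median log2 fold change was −0.31 (camera adjusted p = 0.959). In the striatum 12 had counts, and only Cd4, a coreceptor gene of helper T cells that microglia can also express, was at 1 CPM or more (mean 29.0 CPM). None passed there in edgeR, with 2 lower at an unadjusted p under 0.05, 1 lower by DESeq2 and 1 lower with replicate number as a block. The striatal median was 0.48 (camera adjusted p = 0.892). For a difference between the tissues the 8 genes had camera adjusted p = 0.682.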

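Of 17 proinflammatory cytokine and mediator genes 6 are listed in the table, and Il1b, Il6 and Tnf are not. In the retina 5 had counts, and only Il18, an inflammasome-dependent cytokine gene, was at 1 CPM or more. Il18 was at 4.88 ± 0.52 CPM in wt and 3.75 ± 0.414 CPM in R6/1 retinas (SD, n = 3), a log2 fold change of −0.38, SE 0.18, adjusted p = 0.143. The interferon-induced chemokine gene Cxcl10, at a mean under 1 CPM, was at 1.26, SE 0.55, adjusted p = 0.118. None of the 5 passed in edgeR or DESeq2, with 1 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.805). In the striatum Il18 and the prostaglandin synthase gene Ptgs2 were at 1 CPM or more, and none of 6 passed in edgeR or DESeq2 or had an unadjusted p under 0.05 (camera adjusted p = 0.915). Hmox1, the inducible heme oxygenase gene, was at 2.32 ± 0.353 CPM in wt and 3.03 ± 0.227 CPM in R6/1 retinas (0.38, SE 0.21, adjusted p = 0.222). In the striatum it was at 2.51 ± 0.507 CPM in wt and 3.2 ± 0.654 CPM in R6/1 mice (0.35, SE 0.23, adjusted p = 0.442).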

Because our gene expression analyses were performed using bulk homogenates, we investigated the expression of GFAP by immunofluorescence to obtain spatial sensitivity of Müller cells and astrocytes activation (Fig. 4A,B). Reactive GFAP was detected in retinal sections from R6/1 mice beginning at seven weeks of age with increased labelling in later time points, first in the feet of the ganglion cell layer (GCL), and later extended into the inner nuclear (INL) and inner plexiform layers (IPL) as glial reactivity increased in advance stages (Fig. 4A). We also analysed the microglial activation, as a potential contributor in retinal neuroinflammation detected in R6/1 mice, by determining the time-course staining pattern of the specific reactive microglial marker Iba-1. Immunopositive Iba-1 cells were detected mainly in both plexiform retinal layers of the HD mouse model (Fig. 4C). We did not observed a significant increase in the total number of microglial cells during pathology progression but, interestingly, there was a prominent shift towards an amoeboid-migrating phenotype detriment to ramified-resting morphology in the retinas of 25-week-old R6/1 mice, indicating ongoing progression in microglial activation (Fig. 4C) associated to neuroinflammatory responses.

**Figure 4:**
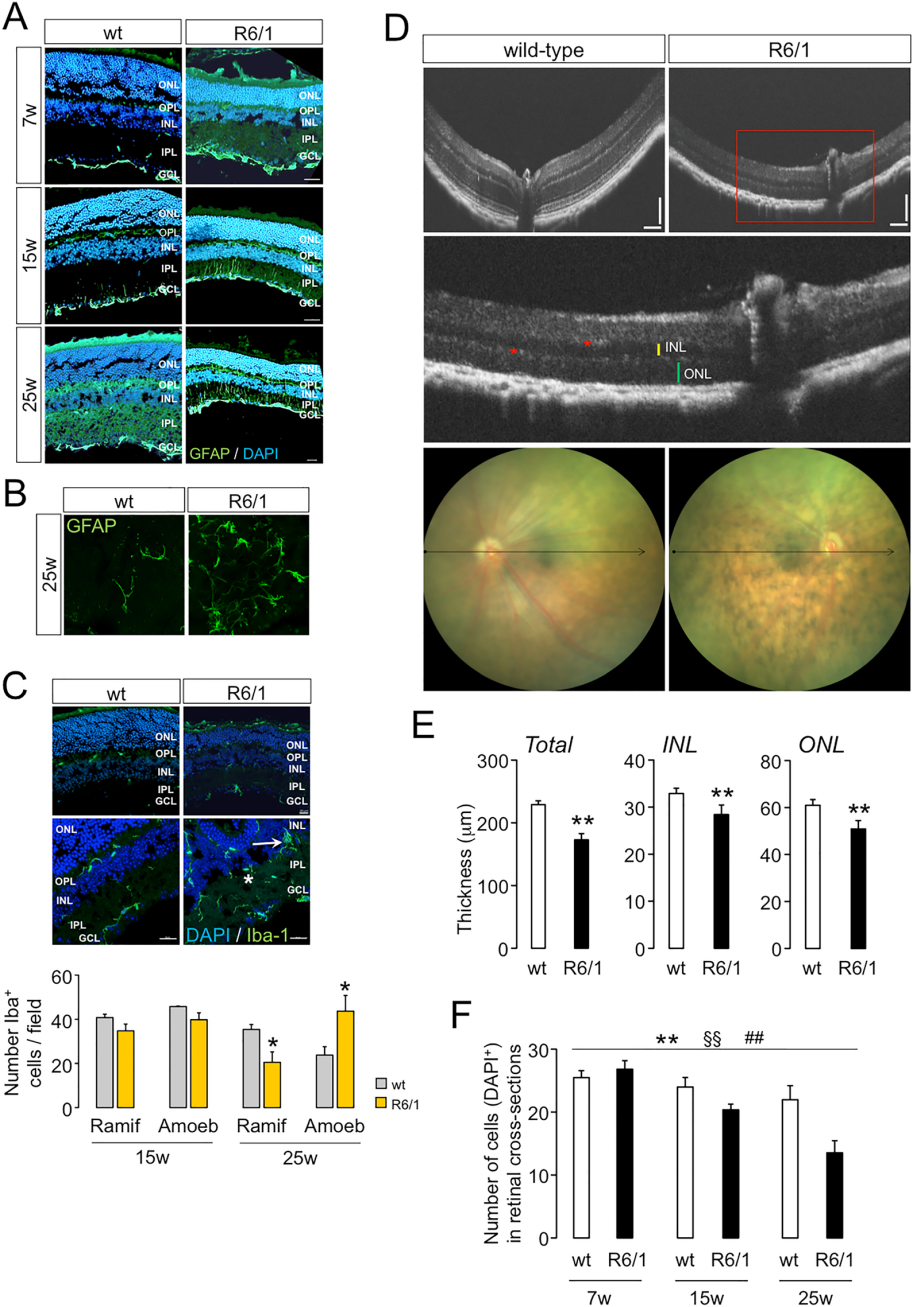
Morphological alterations associated with neuroinflammation in the R6/1 retinas. (**A**) Representative immunofluorescence stainings across the indicated time points of the gliosis marker GFAP in R6/1 and wt littermates. (**B**) Representative whole mounts of R6/1 and wt retinas with GFAP staining. (**C**) Upper panels, representative immunofluorescence staining of the microglia marker Iba-1 for R6/1 and wt littermates. Lower panel, quantification of the Iba-1^+^ cells distinguishing their morphology in ramified and amoeboid in R6/1 retinas compared to wt littermates. N = 2–4 per genotype, age and model; n = 3–5 slices per animal, n = 3 fields per slice; field area = 84,100 μm^2^. Data are expressed as mean ± SD. *p-value < 0.05, Student’s *t*-test between Iba-1^+^ cell subtypes. Green, glial marker; blue, DAPI staining. Scale = 20 μm. *ONL* outer nuclear layer, *OPL* outer plexiform layer, *INL* inner nuclear layer, *IPL* inner plexiform layer, *GCL* ganglion cell layer, *Ramif* ramified, *Amoeb* amoeboid. (**D**) Representative SD-OCT images from the fundus of a R6/1 mouse and wt littermates. Red inset, magnified image indicating hyperreactive spots (*) and thicknesses of INL and ONL (yellow and green lines, respectively). Arrows denote the B-scanned transects for thickness calculations. Scale bars = 100 μm. (**E**) Quantifications of the retinal thickness in 25-week-old R6/1 (n = 5) and matched-age wt (n = 5). Data are shown as mean ± SD. *p < 0.05; **p < 0.005, Student’s *t*-test between genotypes. (**F**) Quantification of DAPI-stained cells in the retinal ONL of mutant mice compared to wt across different time points, N = 3–4 for each genotype, n = 2–5 slices per animal. Data are shown as mean ± SD. **p < 0.005 genotype effect; ^§§^*p* < 0.005 age effect; ^##^*p* < 0.005 interaction effect from ANOVA test in R6/1 and wt littermates.

These results, together with those retrieved from the gene expression analysis (Fig. 2,3), determined that older R6/1 mice showed an increased retinal neuroinflammation. This is in agreement with the presence of aberrant fundus images due to the presence of bright white or hyperreflective spots, as already reported^20^, which were indicative of inflammatory processes^59–61^ (Fig. 4D). This finding was accompanied by a reduction in the total retinal thickness in R6/1 mice (Fig. 4E), and a decrease in the number of nuclei compared to matched-age controls (Fig. 4F). In addition, the localization of activated glial cells identified the OPL as the most damaged layer, potentially explaining the loss of synaptic connection between the ONL and the INL, as determined by ERG recordings (Supplementary Fig. S1B).

### The zQ175 strain also shows retinal neuroinflammation

The R6/1 strain is a rapidly progressive model that may exhibit extreme pathological phenotypical traits. To demonstrate that retinal inflammation is not a particularity of this transgenic model, we extended our analysis to heterozygous zQ175 KI mice, which better resemble the pathology in humans since the disease progression is much slower and comprises the loss-of-function component^23^. We demonstrated a significant downregulation of neuronal genes in both tissues but a specific induction of gliosis-related markers in the zQ175 retina, in which changes in 12-month-old mice were comparable to those occurring in R6/1 mice 13–15 weeks old (Fig. 5A,B); this induction was corroborated in immunohistochemistry assays against GFAP (Fig. 5C). In addition, microglia also exhibited a prominent amoeboid phenotype at the same age (Fig. 5D), together with aberrant hyperreactive spots in the retinal fundus (Fig. 5E) and a remarkable thinning (Fig. 5F) and nuclei loss (Fig. 5G) of the ONL, where the cell bodies of photoreceptors reside, as observed in the R6/1 retinas. Overall, both symptomatic zQ175 and R6/1 mice developed a similar behaviour of inflammatory markers in their retinas and striata, suggesting that our observations can be generalized to other HD mouse models.

**Figure 5:**
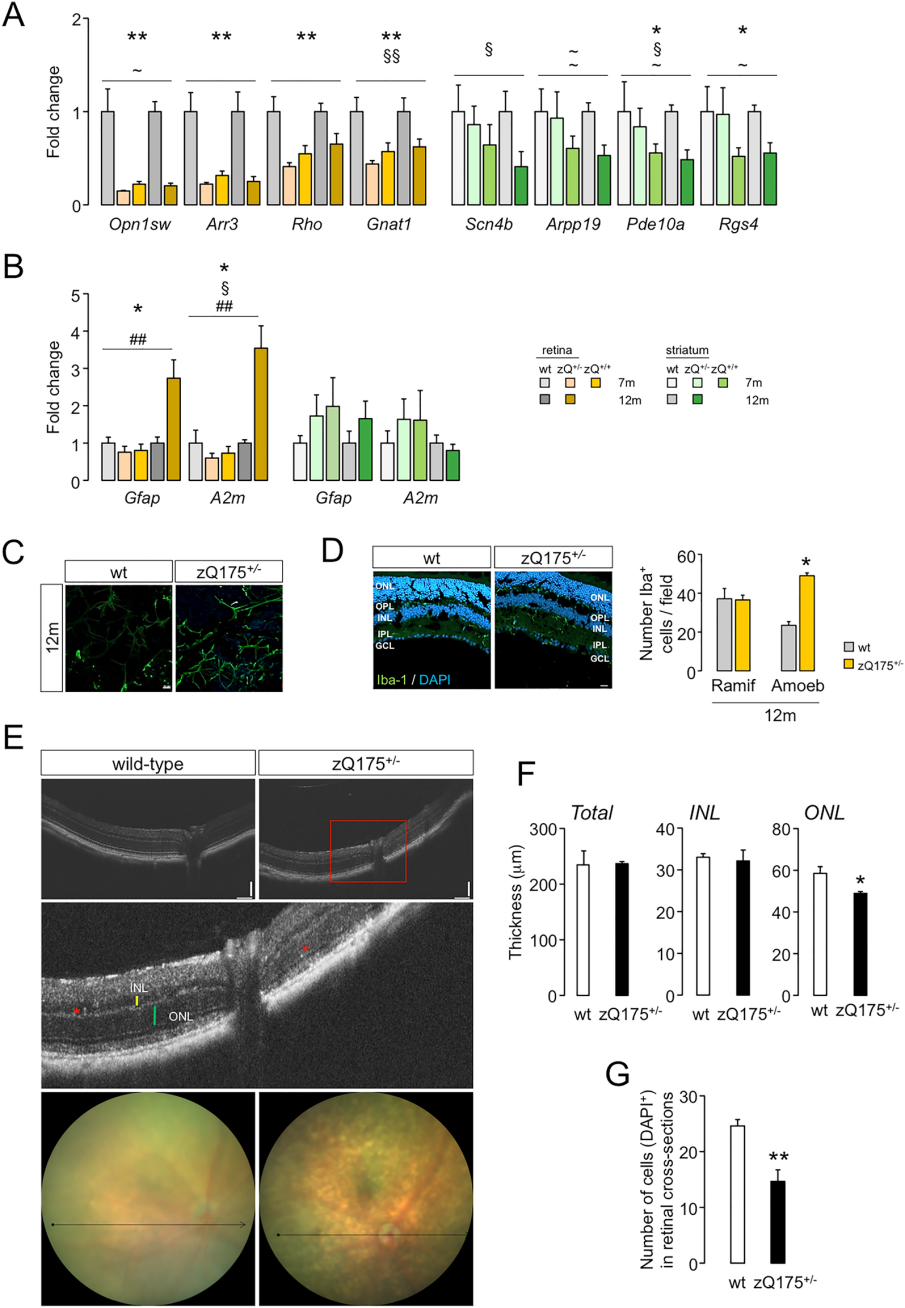
Retinal neuroinflammation is also detected in the zQ175 retinas. (**A**,**B**) The same analysis as in Fig. 2A and B for zQ175 and wt littermates. At the early time point (7 months) we included homozygous mice for the CAG expansion to check whether there was a possible exacerbation of the transcriptional dysregulation that was only observed for downregulated striatal genes. 7 months in each tissue, n = 5 (wt), n = 4 (zQ175^+/−^) and n = 4 (zQ175^+/+^); 12 months in striatum, n = 6 per genotype; in retina, n = 5 (wt) and n = 7 (zQ175^+/−^). Data are expressed as mean ± s.e.m. *p < 0.05, **p < 0.005, genotype effect; ^§^*p* < 0.05, ^§§^*p* < 0.005, age effect; ^##^*p* < 0.005, interaction effect; ~ , *p* < 0.1 in any effect, ANOVA test. (**C**) Representative whole mounts of zQ175^+/−^ and wt retinas with GFAP staining. (**D**) The same analysis as in Fig. 4C for zQ175 and wt littermates. N = 2 per genotype, age and model; n = 3–5 slices per animal, n = 3 fields per slice; field area = 84,100 μm^2^. Data are expressed as mean ± SD.*, *p*-value < 0.05, Student’s *t*-test between Iba-1^+^ cell subtypes. Green, microglial marker; blue, DAPI staining. Scale = 20 μm. *ONL* outer nuclear layer, *OPL* outer plexiform layer, *INL* inner nuclear layer, *IPL* inner plexiform layer; *GCL* ganglion cell layer, *Ramif* ramified, *Amoeb* amoeboid. (**E**) Representative SD-OCT images from the fundus of a zQ175 mouse and wt littermate. Red inset, magnified image indicating hyperreactive spots (*) and thicknesses of INL and ONL (yellow and green lines, respectively). Arrows denote the B-scanned transects for thickness calculations. Scale bars = 100 μm. (**F**) Quantifications of the retinal thickness in 12-month-old zQ175 (n = 2) and matched-age wt (n = 4). Data are shown as mean ± SD. *p < 0.05; **p < 0.005, Student’s *t*-test between genotypes. (**G**) Quantification of DAPI-stained cells in the retinal ONL of 12-month-old mutant mice compared to wt. N = 3 for each genotype, n = 2–4 slices per animal. Data are shown as mean ± SD. **p < 0.005, Student’s *t*-test between wt and zQ175 mice.

## Discussion

The present work defines for the first time the correlation between the molecular alterations in the retina and striatum in HD mouse models. Retinopathy in HD has been described as a late event in the pathology, based on the normal fundus and minimal ERG anomalies in young R6/1 animals^17,20^. However, degeneration of specific cell types and altered retinal responses to light can occur in the R6/2 model prior to the onset of motor impairment and body weight loss^18,19^. Another polyQ disorder caused by an aberrant expansion of CAG triplets in the *ATXN7* gene, spinocerebellar ataxia 7 (SCA7), is characterized by retinal degeneration and dystrophy, leading to visual anomalies preceding motor symptoms^62^. HD and SCA7 animal models display common features of retinal anomalies at the level of morphology, light response and gene expression^20,63,64^, retinal dysfunction may share similar progression in both disorders and might manifest in early symptomatology. Notably, our gene expression analysis in the KI zQ175 strain suggested that photoreceptor genes can be affected prior to striatal-specific genes (Fig. 5).

Although gliosis has been previously reported in the R6/1 retina^17^, we provided for the first time evidence of microglial activation in the retina of two different HD models as a marker of neuroinflammation. Microglia comprise the resident phagocyte population in the CNS that can have both protective and deleterious effects, with anti-inflammatory and repair responses during the early phase of neurodegeneration but with harmful effects on neurons in prolonged activation in chronic inflammation^65–68^. In our RNA-seq analysis, we were able to detect different states of microglial activation, consistent with the hyperreactivity reported in microglia derived from pluripotent stem cells and blood-isolated myeloid cells of HD patients^69,70^. Reactive microglia induce the proinflammatory A1 astrocyte subtype, which is found in patients’ brains affected by different neurodegenerative disorders including HD^36^. In the R6/1 retina, we observed the induction of some of these astrocytic-related markers that mostly occurred in Müller cells, considering the GFAP staining pattern observed in the HD retinas. In any case, glial diversity falls beyond the dichotomous classification in A1 and A2, as reported in patients^71^.

Our striatal results were in agreement with the absence of overt neuroinflammation in HD models^24,72^. However, in HD patients activated glia and induction of inflammatory markers are well detected in cortical and basal ganglia regions^43,73,74^. This discrepancy is exemplified in a recent study that compared the gene expression profiles of murine R6/1 and zQ175 striata with those of human caudate nuclei from HD patients at a single nucleus resolution^75^. The induction of pan- and A1-astrocytic markers in human HD samples was reminiscent of our own results in the retina of R6/1 mice, suggesting that mHTT-expressing retinas might better reproduce the conditions of HD-associated neuroinflammatory processes, or at least might serve as experimental settings to study the HD-associated neuroinflammation thanks to the acceleration of these processes. Tightly connected to inflammatory processes, autophagy delivers aberrant organelles and macromolecules in double-membrane vesicles to lysosomes for degradation and recycling^54^. Deficits in this process can trigger neuroinflammation and cellular damage^76^ by modulating the functionality of immune and glial cells^77^. In HD autophagy becomes severely disrupted at several steps (e.g., cargo recognition, autophagosome formation, maturation and fusion to lysosomes), not only due to the toxic effects of the polyQ peptide but also because of the reduced regulatory activity of physiological HTT over autophagy, affecting the clearance of mHTT and contributing to its accumulation in cells^51^. We confirmed that autophagy was altered in the retina and striatum of R6/1 mice, contributing to the worsening of the disease, but apparently showed different rates of autophagosome accumulation, in which autophagic influx was stopped earlier in the R6/1 striatum than in the retina. The latter was transiently able to respond to mHTT. Whether the upregulation of lysosomal components (including the microglial cathepsin *Ctss*) is part of a compensatory mechanism for the HD-associated deficiency inautophagydeserves further exploration.

Based on our results, we propose that the retinas of HD mouse models can serve as a model to analyse HD-linked neuroinflammation, allowing for the use of ex vivo retina cultures from HD mouse models to elucidate mechanisms of neurodegeneration and to evaluate potential therapeutic approaches^78^, as research models that are evolutionarily closer than HD *Drosophila* ommatidia^79–82^.

In conclusion, the retinas of HD mouse models show profound morphological and functional abnormalities that are accompanied by a dramatic transcriptional dysregulation and glial activation, suggesting that retinal dysfunction may be of higher relevance in HD than envisaged. Studying this activation can provide novel insights regarding the role of macroglia and microglia during HD neuroinflammation.

### Supplementary Information

Supplementary Information.

## Data Availability

The RNA-seq data can be downloaded from the Gene Expression Omnibus (GEO) database using the accession number GSE216520.

## Abbreviations

*A2m*: Alpha-2-macroglobulin
*Actb*: Actin beta
*Arr3*: Arrestin 3
cAMP: Cyclic adenosine monophosphate
CNS: Central nervous system
*Ctss*: Cathepsin S
DAPI: 4’-6-Diamidino-2-phenylindole
DEG: Differentially expressed gene
ERG: Electroretinogram
FDR: False discovery rate
*Gapdh*: Glyceraldehyde-3-phosphate dehydrogenase
GCL: Ganglion cell layer
GFAP: Glial fibrillary acidic protein
*Gnat1*: G-Protein subunit alpha transducin 1
*H2-K1*: H-2 class I histocompatibility antigen, K-B alpha chain
HD: Huntington’s disease
*Hmox1*: Heme oxygenase 1
HTT: Huntingtin
Iba-1: Ionized calcium binding adaptor molecule 1
*Il1b*: Interleukin 1b
*Il6*: Interleukin 6
INL: Inner nuclear layer
IPL: Inner plexiform layer
IRF: Interferon regulator factor
KI: Knock-in
ONL: Outer nuclear layer
OPL: Outer plexiform layer
*Opn1sw*: Opsin 1, short wave sensitive
*Rho*: Rhodopsin
RNFL: Retinal nerve fibre layer
RT-qPCR: Retrotranscription and quantitative PCR
scRNA-seq: Single cell RNA sequencing
SD-OCT: Spectral domain optical coherence tomography
STAT: Signal transducer and activator of transcription
*Tbp*: TATA-box binding protein
TFBS: Transcription factor binding site
*Tnf*: Tumor necrosis factor
*Trf*: Transferrin
UHDRS: Unified Huntington’s disease rating scale
wt: Wild-type

# Supplementary material for: Retinal dysfunction in Huntington’s disease mouse models concurs with local gliosis and microglia activation
**Source:** Sci Rep. 2024 Feb 20;14:4176. doi: 10.1038/s41598-024-54347-8
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary material for “Retinal dysfunction in Huntington’s disease mouse models concurs with local gliosis and microglia activation”**

Fátima Cano-Cano, Francisco Martín-Loro, Andrea Gallardo-Orihuela, Maria del Carmen González-Montelongo, Samanta Ortuño-Miquel, Irati Hervás-Corpión, Pedro de la Villa, Lucía Ramón-Marco, Jorge Navarro-Calvo, Laura Gómez-Jaramillo, Ana I. Arroba, Luis M. Valor

**Supplementary Figure S1. R6/1 retinas express mHTT and become functionally altered.** *A*, Representative immunohistochemistry images of 25-week-old wt and R6/1 retinas against mHTT (EM48 antibody): whereas no signal was observed in wt slices, R6/1 exhibited strong signals at cellular layers. Scale = 50  $\mu$ m. *B*, Representative ERG recordings of a wt and R6/1 mouse, depicting a- and b-wave amplitudes.  $n = 4$  for each genotype.

**Supplementary Figure S2. Prediction analysis of DNA motifs at the promoters of R6/1 deregulated genes.** *A*, Pscan enrichment of Jaspar-based TFBS at the -950/+50 promoter regions in the subsets of DEG as defined in Figure 2A. TFBS in all subsets were ranked according to the Z-scores obtained for exclusive retinal DEG (*a* and *d* subsets). Inset denotes the Spearman correlation coefficients ( $\rho$ ) between subsets of DEG. *B*, Sum of the numbers of significant TFBS ( $p < 0.05$ , Pscan) that were specific or common (overlapping) to any subset of DEG, after comparing *a*, *b*, *c* (down) or *d*, *e*, *f* (up). Note that the differential result between down- and up-regulated genes was not influenced by the numbers of TFBS as they were similar between both groups of DEG. *C*, Z-scores from the enrichment analysis of TFBS related to inflammation (IRF, STAT) in the subsets of DEG. \*,  $p$ -value  $< 0.05$ ; \*\*,  $p$ -value  $< 0.005$  (Pscan).

**Supplementary Figure S3. Raw western blots of Figure 2.** *A*, retina, *B*, striatum.

**Supplementary Figure S4. Gene expression changes in autophagy of the R6/1 retina and striatum.** *A*, Proportion of autophagic-related genes belonging to the categories “mTOR and upstream pathways”, “autophagy core”, “autophagy regulators”, “mitophagy”, “docking and fusion”, “lysosome” and “lysosome-related” in the RNA-seq data from 13-15 weeks-old R6/1 mice, considering the number of genes within each category and within DEGs in R6/1 tissues. Numbers indicate the number of DEG (adj.  $p$ -value < 0.05). The only significant difference was observed between retinal down- and up-regulated genes in the lysosomal category, indicated by \* ( $\chi^2 = 12.13$ , d.f. = 5,  $p$ -value = 0.033). *B*, Heatmap plot of the fold changes of DEG belonging to the “Lysosome biogenesis” signature described in the text. ¶, adjusted  $p$ -value < 0.05 from the RNA-seq analysis. \*,  $p$ -value < 0.05, Student’s t-test between the means of both tissues.

**Supplementary Figure S5. Number of CAG repeats and R6/1 transgene expression in the R6/1 retina and striatum.** *A*, Representative electropherograms of DNA fragment analysis in the striatum and the retina of a mutant mouse (left panel). Quantification of the results from ten R6/1 mice (right panel): only a net single CAG repeat was different between both tissues ( $\Delta$ ). *B*, RT-qPCR assays of R6/1 retinas and striata ( $n = 13$  for each tissue) from 5 and 7-week-old mice, prior to any potential cell loss that might influence the result. Transgene expression was normalized by *Eef2* values as this gene was equally expressed in both tissues in the RNA-seq data (Supplementary Fig. S5). Data are expressed as mean  $\pm$  s.e.m.

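Eef2, a translation elongation factor gene, was at 1025 ± 65.4 CPM in 6 retina libraries and at 958 ± 11.7 CPM in 6 striatum libraries (SD, both genotypes), a ratio of 1.07 (exact permutation test, p = 0.0563). On GRCm38 it lies on chromosome 10 from 81176631 to 81182498 (ENSMUSG00000034994). Between R6/1 and wt, Eef2 was at 0.02, SE 0.08, adjusted p = 0.87 in the retina and −0.01, SE 0.07, adjusted p = 0.959 in the striatum (n = 3 pools per genotype). Between wt retina and wt striatum the log2 difference was 0.10, SE 0.08, adjusted p = 0.269. A p that misses the threshold does not show equal levels.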

**Supplementary Figure S6. Gene expression analysis of additional inflammatory markers.** *A*, Table showing the normalized counts of all samples (baseMeans of Deseq2 results) for specific markers for B-, T, and NK-cells. The housekeeping *Eef2* is indicated as an example of a well expressed gene. NA, not available due to very low

expression. *B*, Unnormalized C<sub>T</sub> values of the qPCR for *Il1b*, *Il6*, *Tnf* and *Hmox1* in the retina and the striatum of R6/1 and wild-type littermates, using the same threshold; only *Hmox1* was well expressed beyond noise, and fold change between genotypes was calculated. Data are expressed as mean  $\pm$  s.e.m.

Supplementary Figure S1. R6/1 retinas express mHTT and become functionally affected

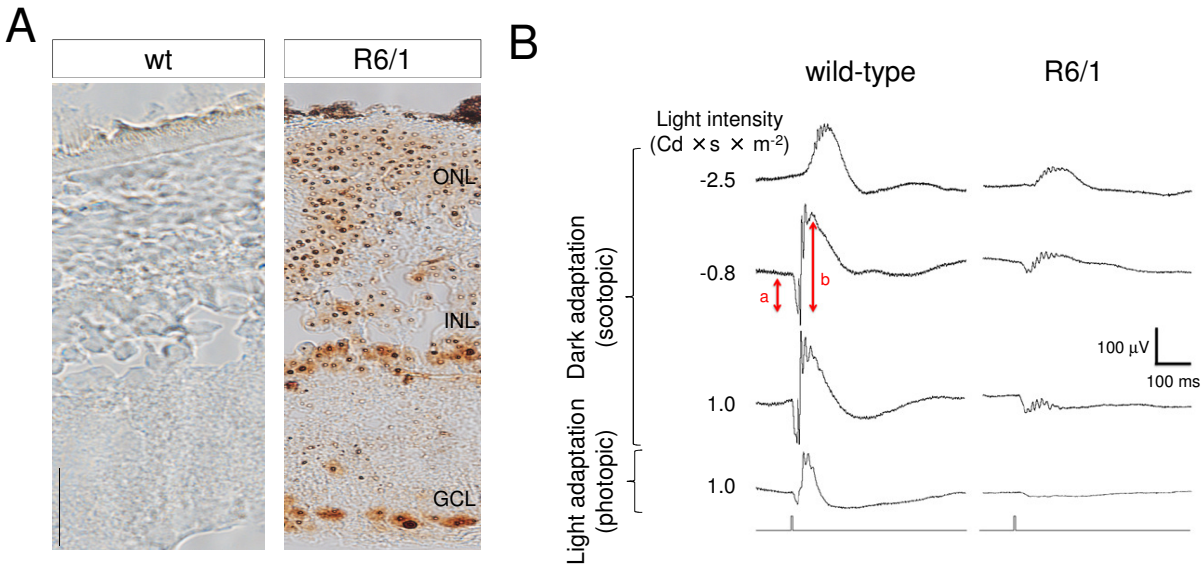

Supplementary Figure S2. Prediction analysis of DNA motifs at the promoters of R6/1 deregulated genes

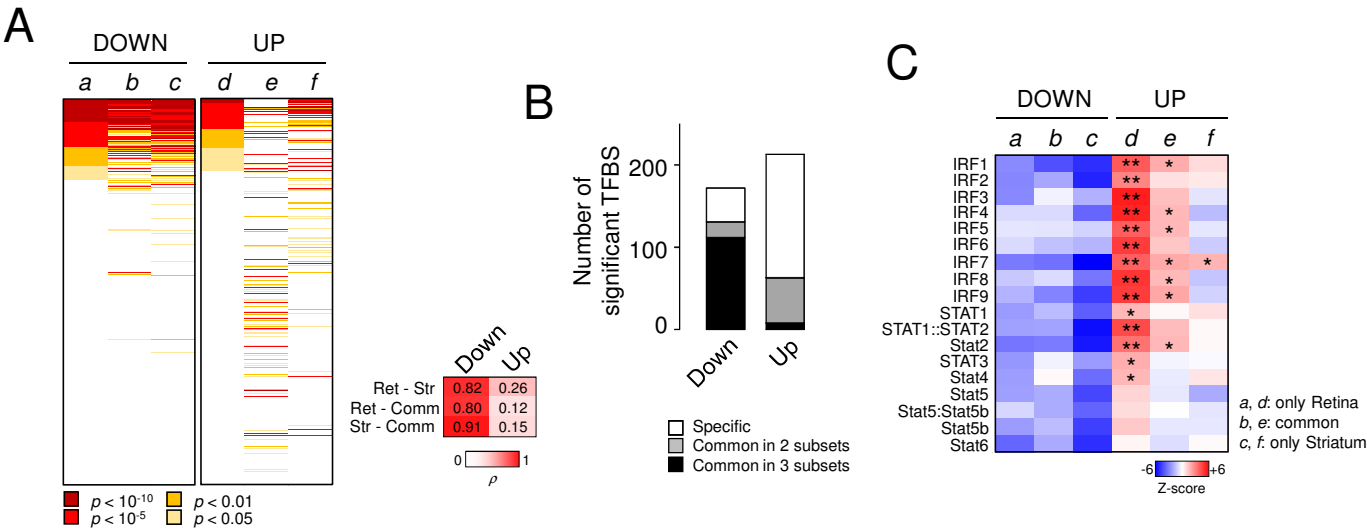

Supplementary Figure S3. Raw western blots of Figure 2

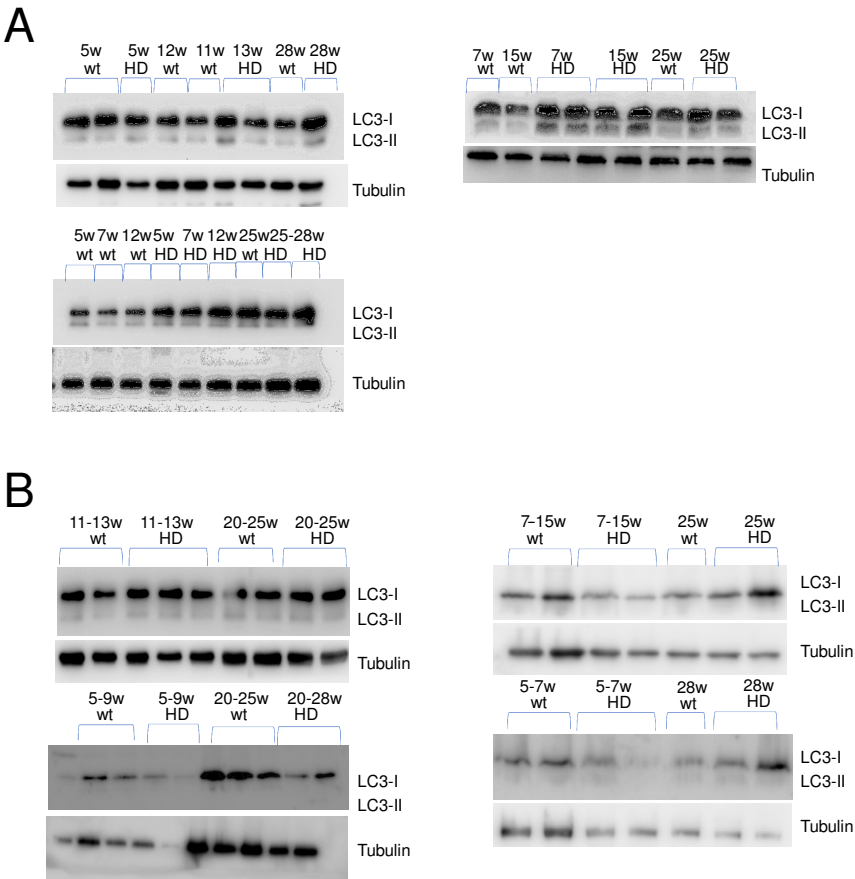

Supplementary Figure S4. Gene expression changes in the autophagy of R6/1 retina and striatum

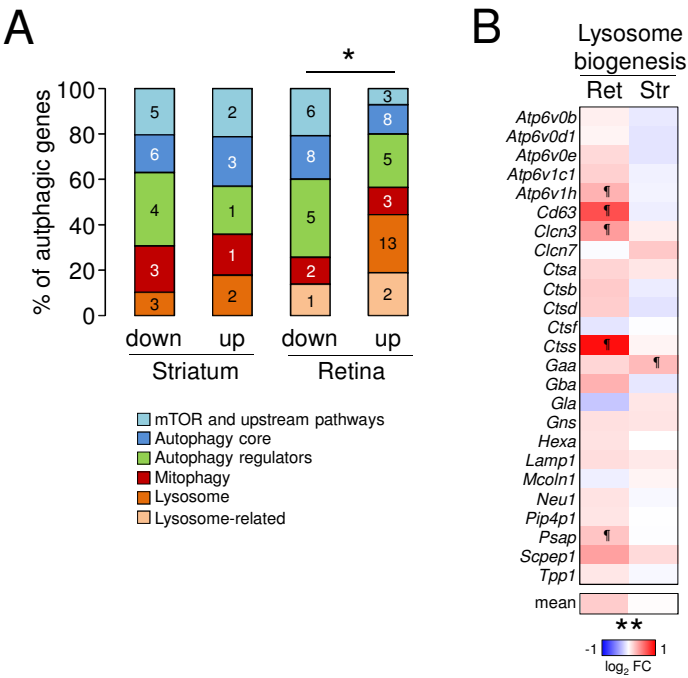

Supplementary Figure S5. Number of CAG repeats and R6/1 transgene expression in the R6/1 retina and striatum

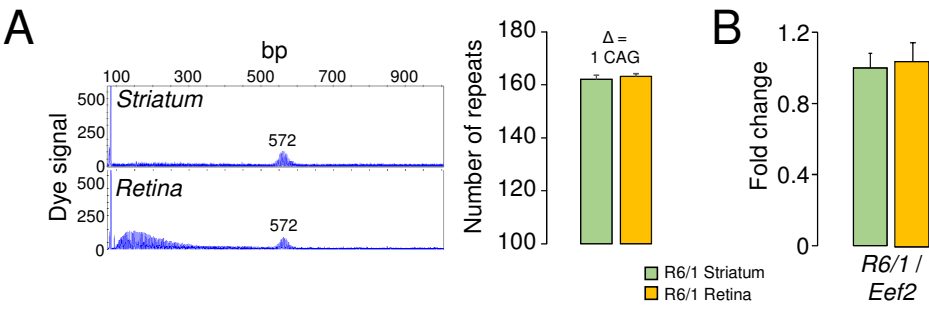

Supplementary Figure S6. Gene expression analysis of additional inflammatory markers

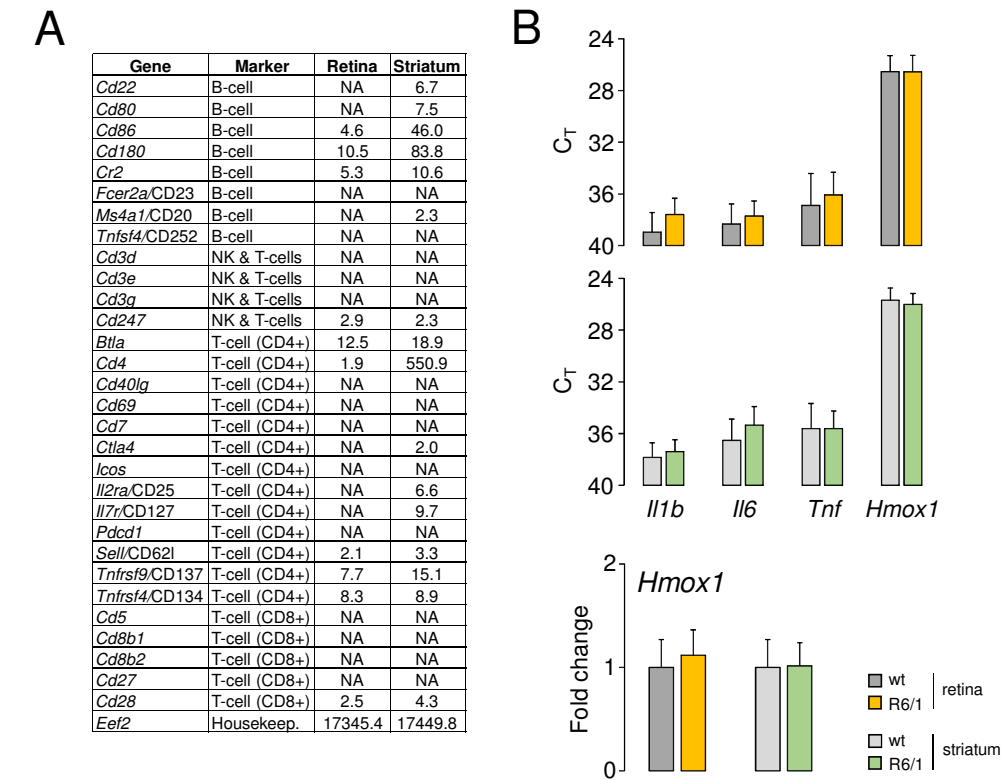

**Supplementary Table S1.** Sequences of the primers used in the present study.

| Gene          | Primer  | Sequence (5' → 3')        |
|---------------|---------|---------------------------|
| <i>Opn1sw</i> | Forward | TCATCTGTAAACCCCTTCGGCA    |
|               | Reverse | CCAGGTGTAGTACTCGCTTCG     |
| <i>Arr3</i>   | Forward | AAGAAGACTAGCTCCAATGGG     |
|               | Reverse | TCCAAGTCATCACGGCCATAG     |
| <i>Rho</i>    | Forward | CCAACTTCGGCCCCATCTT       |
|               | Reverse | CAGAGGCGTCGTCATCTCC       |
| <i>Gnat1</i>  | Forward | CCACTGAGCAGGACGTGTT       |
|               | Reverse | GATGCACGTCACACCCTCAA      |
| <i>Stk35</i>  | Forward | CTCTGCAGACAAGCCCCG        |
|               | Reverse | CTTCTCGCACAGTACCCGC       |
| <i>Plk5</i>   | Forward | CACCTGTGTTTGCCTTTCCC      |
|               | Reverse | TTTTGAGGTAAAGGGACAAGGTG   |
| <i>Scn4b</i>  | Forward | CATGGTTTAGTCCTCTGGCTTGG   |
|               | Reverse | CACGGCCCACCACTGTATTG      |
| <i>Arpp19</i> | Forward | GCAAAGTTAAAGGCAAGGTATCC   |
|               | Reverse | CTCTGTCTTATCCGGGGCTG      |
| <i>Pde10a</i> | Forward | TAACAATGCGAGTTGCTTCC      |
|               | Reverse | CAGCCACTTTTCCACAGTCTC     |
| <i>Rgs4</i>   | Forward | TCTCTCCTCGCTAAGAATCCCT    |
|               | Reverse | GTTTTCCAACGATTCAGCCCA     |
| <i>Penk</i>   | Forward | GGCGTGCACACTGGAATGT       |
|               | Reverse | TCCCAGATTTTGAAAGAAGGCA    |
| <i>Polr2a</i> | Forward | GAGTTTTCGGCTGAGTGGAGAG    |
|               | Reverse | AGCGTCACATTCTTGGCAGAT     |
| <i>Gfap</i>   | Forward | GGACAACTTTGCACAGGACCTC    |
|               | Reverse | TCCAAATCCACACGAGCCA       |
| <i>A2m</i>    | Forward | GCAGAATTTCCGCTTAGAGGG     |
|               | Reverse | GAAAGCCAGCGATTCTTCACC     |
| <i>Il1b</i>   | Forward | CAGGCAGGCAGTATCACTCAT     |
|               | Reverse | CTAATGGGAACGTCACACACC     |
| <i>Il6</i>    | Forward | GAGGATACCACTCCCAACAGACC   |
|               | Reverse | AAGTGCATATCGTTGTTCATACA   |
| <i>Tnf</i>    | Forward | CATCTTCTCAAAATTCGAGTGACAA |
|               | Reverse | TGGGAGTAGACAAGGTACAACCC   |
| <i>Hmox1</i>  | Forward | CACAGATGGCGTCACTTCGTC     |
|               | Reverse | GTGAGGACCCACTGGAGGAG      |
| <i>Tbp</i>    | Forward | TAAGAGAGCCACGGACAACCTG    |
|               | Reverse | CAAGGCCTTCCAGCCTTATAG     |
| <i>Eef2</i>   | Forward | TCACAATCAAATCCACCGCC      |
|               | Reverse | ATGGCCTGGAGAGTCGATGA      |

**Supplementary Table S2. Differential expression (RNA-seq results) of the retina and the striatum of 13-15-month-old R6/1 and wildtype littermates.**

|                    |         |           |        |       |        |         |         |
|--------------------|---------|-----------|--------|-------|--------|---------|---------|
| ENSMUSG00000014313 | Cox6c   | 2033.839  | 0.276  | 0.099 | 2.798  | 5.1E-03 | 4.6E-02 |
| ENSMUSG00000031828 | Klhl36  | 439.508   | -0.444 | 0.159 | -2.798 | 5.1E-03 | 4.6E-02 |
| ENSMUSG00000038187 | Btbd10  | 1061.186  | 0.310  | 0.111 | 2.795  | 5.2E-03 | 4.7E-02 |
| ENSMUSG00000072969 | Armxc5  | 374.225   | 0.473  | 0.169 | 2.795  | 5.2E-03 | 4.7E-02 |
| ENSMUSG00000019877 | Serinc1 | 12037.024 | 0.200  | 0.071 | 2.793  | 5.2E-03 | 4.7E-02 |
| ENSMUSG00000047735 | Samd9l  | 136.200   | 0.760  | 0.272 | 2.792  | 5.2E-03 | 4.7E-02 |
| ENSMUSG00000020130 | Tbc1d15 | 1056.458  | 0.397  | 0.142 | 2.791  | 5.3E-03 | 4.7E-02 |
| ENSMUSG00000039145 | Camk1d  | 3967.503  | -0.214 | 0.076 | -2.791 | 5.3E-03 | 4.7E-02 |
| ENSMUSG00000073940 | Hbb-bt  | 35.680    | -1.471 | 0.527 | -2.791 | 5.3E-03 | 4.7E-02 |
| ENSMUSG00000020770 | Unk     | 495.795   | -0.441 | 0.158 | -2.791 | 5.3E-03 | 4.7E-02 |
| ENSMUSG00000036751 | Cox6b1  | 1092.588  | 0.361  | 0.129 | 2.790  | 5.3E-03 | 4.7E-02 |
| ENSMUSG00000026442 | Nfasc   | 5972.667  | -0.222 | 0.079 | -2.789 | 5.3E-03 | 4.7E-02 |
| ENSMUSG00000042363 | Lgalsl  | 6397.311  | -0.212 | 0.076 | -2.787 | 5.3E-03 | 4.8E-02 |
| ENSMUSG00000049176 | Frmpd4  | 228.996   | -0.607 | 0.218 | -2.787 | 5.3E-03 | 4.8E-02 |
| ENSMUSG00000032564 | Cpne4   | 191.530   | -0.641 | 0.230 | -2.786 | 5.3E-03 | 4.8E-02 |
| ENSMUSG00000030505 | Prmt3   | 315.091   | 0.522  | 0.187 | 2.785  | 5.4E-03 | 4.8E-02 |
| ENSMUSG00000072964 | Bhlhb9  | 1082.902  | 0.305  | 0.110 | 2.784  | 5.4E-03 | 4.8E-02 |
| ENSMUSG00000031024 | Denn2b  | 302.489   | -0.547 | 0.196 | -2.783 | 5.4E-03 | 4.8E-02 |
| ENSMUSG00000038619 | Ensa    | 3602.902  | 0.224  | 0.081 | 2.780  | 5.4E-03 | 4.9E-02 |
| ENSMUSG00000066189 | Cacng3  | 358.708   | -0.542 | 0.195 | -2.778 | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000108423 | Gm44856 | 28.489    | -1.651 | 0.595 | -2.777 | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000020131 | Pcsk4   | 105.022   | -0.842 | 0.303 | -2.777 | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000035711 | Dok3    | 73.136    | -1.110 | 0.400 | -2.777 | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000040270 | Bach2   | 214.418   | 0.738  | 0.266 | 2.775  | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000006576 | Slc4a3  | 1092.592  | -0.338 | 0.122 | -2.774 | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000047881 | Rel1    | 177.310   | 0.711  | 0.256 | 2.775  | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000079057 | Cyp4v3  | 260.417   | -0.560 | 0.202 | -2.774 | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000003721 | Insig2  | 926.961   | 0.334  | 0.121 | 2.774  | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000005087 | Cd44    | 307.991   | 0.552  | 0.199 | 2.774  | 5.5E-03 | 4.9E-02 |
| ENSMUSG00000021510 | Zfp729a | 1155.935  | -0.340 | 0.123 | -2.771 | 5.6E-03 | 5.0E-02 |
| ENSMUSG00000062591 | Tubb4a  | 1465.129  | -0.281 | 0.102 | -2.771 | 5.6E-03 | 5.0E-02 |
| ENSMUSG00000027636 | Slc2    | 13.489    | -2.784 | 1.005 | -2.770 | 5.6E-03 | 5.0E-02 |
| ENSMUSG00000031818 | Cox4i1  | 2319.340  | 0.273  | 0.098 | 2.770  | 5.6E-03 | 5.0E-02 |

|                     |          |          |        |       |        |         |         |
|---------------------|----------|----------|--------|-------|--------|---------|---------|
| ENSMUSG00000029408  | Abcb9    | 541.661  | -0.453 | 0.150 | -3.009 | 2.6E-03 | 4.0E-02 |
| ENSMUSG00000022114  | Spry2    | 739.124  | -0.416 | 0.138 | -3.008 | 2.6E-03 | 4.1E-02 |
| ENSMUSG000000090626 | Tex9     | 453.285  | 0.617  | 0.205 | 3.006  | 2.6E-03 | 4.1E-02 |
| ENSMUSG00000004558  | Ndrp2    | 9913.025 | -0.295 | 0.098 | -3.006 | 2.6E-03 | 4.1E-02 |
| ENSMUSG00000029014  | Dnajc2   | 832.923  | -0.408 | 0.136 | -3.004 | 2.7E-03 | 4.1E-02 |
| ENSMUSG000000037857 | Nufip2   | 1234.074 | 0.364  | 0.121 | 3.003  | 2.7E-03 | 4.1E-02 |
| ENSMUSG00000004846  | Plod3    | 386.341  | 0.577  | 0.192 | 3.001  | 2.7E-03 | 4.1E-02 |
| ENSMUSG00000027276  | Jag1     | 200.729  | -0.706 | 0.236 | -2.995 | 2.7E-03 | 4.2E-02 |
| ENSMUSG00000018481  | Appbp2   | 2623.554 | 0.288  | 0.096 | 2.986  | 2.8E-03 | 4.3E-02 |
| ENSMUSG000000033054 | Npat     | 1009.052 | 0.366  | 0.123 | 2.986  | 2.8E-03 | 4.3E-02 |
| ENSMUSG000000036977 | Anapc10  | 222.663  | 0.670  | 0.225 | 2.985  | 2.8E-03 | 4.3E-02 |
| ENSMUSG000000074340 | Ovcp1    | 60.222   | -1.316 | 0.441 | -2.981 | 2.9E-03 | 4.4E-02 |
| ENSMUSG00000027660  | Skil     | 2322.275 | -0.292 | 0.098 | -2.981 | 2.9E-03 | 4.4E-02 |
| ENSMUSG000000044534 | Ackr2    | 36.149   | -1.726 | 0.579 | -2.981 | 2.9E-03 | 4.4E-02 |
| ENSMUSG000000045098 | Kmt5b    | 1504.250 | 0.326  | 0.109 | 2.979  | 2.9E-03 | 4.4E-02 |
| ENSMUSG000000023089 | Ndufa5   | 675.561  | -0.432 | 0.145 | -2.978 | 2.9E-03 | 4.4E-02 |
| ENSMUSG000000035357 | Pdzn3    | 247.424  | -0.693 | 0.233 | -2.976 | 2.9E-03 | 4.4E-02 |
| ENSMUSG000000086477 | Gm15506  | 65.574   | 1.209  | 0.406 | 2.974  | 2.9E-03 | 4.5E-02 |
| ENSMUSG00000006611  | Hfe      | 79.092   | 1.045  | 0.351 | 2.973  | 2.9E-03 | 4.5E-02 |
| ENSMUSG000000035620 | Ric8b    | 2169.290 | -0.326 | 0.110 | -2.971 | 3.0E-03 | 4.5E-02 |
| ENSMUSG000000054252 | Fgfr3    | 1211.965 | -0.359 | 0.121 | -2.971 | 3.0E-03 | 4.5E-02 |
| ENSMUSG000000030835 | Nomo1    | 2102.643 | -0.298 | 0.100 | -2.970 | 3.0E-03 | 4.5E-02 |
| ENSMUSG000000028871 | Rspo1    | 44.490   | -1.597 | 0.538 | -2.970 | 3.0E-03 | 4.5E-02 |
| ENSMUSG000000079434 | Neu2     | 77.095   | -1.087 | 0.366 | -2.967 | 3.0E-03 | 4.5E-02 |
| ENSMUSG000000035863 | Palm     | 2744.431 | -0.297 | 0.100 | -2.966 | 3.0E-03 | 4.5E-02 |
| ENSMUSG000000037907 | Ankrd13b | 908.247  | -0.397 | 0.134 | -2.965 | 3.0E-03 | 4.6E-02 |
| ENSMUSG000000061086 | Myl4     | 38.742   | -1.698 | 0.573 | -2.963 | 3.0E-03 | 4.6E-02 |
| ENSMUSG000000030231 | Plekha5  | 1897.010 | -0.371 | 0.125 | -2.961 | 3.1E-03 | 4.6E-02 |
| ENSMUSG000000055675 | Kbtbd11  | 2479.249 | -0.300 | 0.101 | -2.959 | 3.1E-03 | 4.6E-02 |
| ENSMUSG000000029219 | Slc10a4  | 144.179  | -0.804 | 0.272 | -2.958 | 3.1E-03 | 4.6E-02 |
| ENSMUSG000000024059 | Clip4    | 1767.068 | -0.321 | 0.108 | -2.956 | 3.1E-03 | 4.7E-02 |
| ENSMUSG000000042156 | Dzip1    | 1729.411 | 0.309  | 0.104 | 2.956  | 3.1E-03 | 4.7E-02 |
| ENSMUSG000000025579 | Gaa      | 4480.353 | 0.273  | 0.092 | 2.955  | 3.1E-03 | 4.7E-02 |
| ENSMUSG000000037306 | Man1c1   | 438.027  | -0.500 | 0.169 | -2.953 | 3.1E-03 | 4.7E-02 |
| ENSMUSG000000024241 | Sos1     | 1667.776 | 0.338  | 0.115 | 2.951  | 3.2E-03 | 4.7E-02 |
| ENSMUSG000000034098 | Fstl5    | 853.854  | 0.377  | 0.128 | 2.950  | 3.2E-03 | 4.7E-02 |
| ENSMUSG000000038056 | Kmt2c    | 2957.466 | 0.295  | 0.100 | 2.948  | 3.2E-03 | 4.8E-02 |
| ENSMUSG000000022141 | Nipbl    | 2011.207 | 0.312  | 0.106 | 2.948  | 3.2E-03 | 4.8E-02 |
| ENSMUSG000000040624 | Plekha1  | 596.007  | 0.467  | 0.159 | 2.944  | 3.2E-03 | 4.8E-02 |
| ENSMUSG000000051285 | Pcmdt1   | 4537.439 | -0.296 | 0.100 | -2.944 | 3.2E-03 | 4.8E-02 |
| ENSMUSG000000052837 | Junb     | 374.608  | -0.576 | 0.196 | -2.941 | 3.3E-03 | 4.8E-02 |
| ENSMUSG000000024245 | Tmem178  | 289.685  | -0.762 | 0.259 | -2.941 | 3.3E-03 | 4.8E-02 |
| ENSMUSG000000010721 | Lmbr1    | 767.169  | 0.390  | 0.133 | 2.941  | 3.3E-03 | 4.8E-02 |
| ENSMUSG000000006731 | B4galnt1 | 1118.480 | -0.360 | 0.122 | -2.942 | 3.3E-03 | 4.8E-02 |
| ENSMUSG000000055322 | Tns1     | 1091.874 | -0.351 | 0.119 | -2.939 | 3.3E-03 | 4.8E-02 |
| ENSMUSG000000036306 | Lzts1    | 1640.298 | -0.340 | 0.116 | -2.936 | 3.3E-03 | 4.9E-02 |
| ENSMUSG000000038042 | Ptpdc1   | 701.232  | 0.404  | 0.138 | 2.936  | 3.3E-03 | 4.9E-02 |

**Supplementary Table S3. Differential splicing of the retina and striatum of 13-15-month-old R6/1 and wt littermate:**  
Genome of reference for *Genomic location* : Mus\_musculus.GRCm39.106 (rMATS, SUPPA2) and GRCm38/mm10 v88 (vast-tools)

|          |                    |                                                               |    |            |
|----------|--------------------|---------------------------------------------------------------|----|------------|
| Tnfaip3  | MmuINT1033448      | chr10:19015153-19015410=19011481-19011790:                    | RI | vast-tools |
| Tnk2     | MmuEX0048311       | chr16:32677985,32678669-32678713+32678785,32679459            | SE | vast-tools |
| Trip11   | MmuALTD0014820-2/4 | chr12:101893777+101893569+101893459+101893431-101893793,10189 | A5 | vast-tools |
| Trip12   | MmuEX0048991       | chr1:84814823,84795690-84795815,84794327                      | SE | vast-tools |
| Ttc3     | MmuEX0049521       | chr16:94384066,94384346-94384388,94384784                     | SE | vast-tools |
| Tub      | MmuINT0168060      | chr7:109029554-109029725=109030124-109034460:+                | RI | vast-tools |
| Tubgcp4  | MmuEX0049905       | chr2:121184499,121184702-121184793+121184826,12118813:        | SE | vast-tools |
| Tubgcp5  | MmuINT0168218      | chr7:55814860-55815128=55816458-55816656:+                    | RI | vast-tools |
| Uggt2    | MmuEX0050479       | chr14:119034842,119032629+119032691+119032742-119032780+11903 | SE | vast-tools |
| Uhrf2    | MmuINT0170215      | chr19:30056235-30056494=30071243-30071461:+                   | RI | vast-tools |
| Unc119b  | MmuINT0170383      | chr5:115127011-115127183=115122550-115125500:                 | RI | vast-tools |
| Unc13b   | MmuEX1027354       | chr4:43250302,43254307-43254345,43255475                      | SE | vast-tools |
| Usp16    | MmuEX0050848       | chr16:87458742,87461965-87462140,87464735                     | SE | vast-tools |
| Usp1     | MmuEX0051128       | chr5:149184806,149187708-149187834+149187863+149187876,149188 | SE | vast-tools |
| Vps37a   | MmuINT0173992      | chr8:40541025-40541093=40543810-40543953:+                    | RI | vast-tools |
| Wdr17    | MmuEX0051817       | chr8:54724288,54703834-54703939,54696397                      | SE | vast-tools |
| Wdr43    | MmuINT0175288      | chr17:71640234-71640320=71641287-71641418:+                   | RI | vast-tools |
| Zcchc2   | MmuEX0052809       | chr1:106004176,106006015-106006086,106011702                  | SE | vast-tools |
| Zcchc9   | MmuINT01035417     | chr13:91800611-91800703=91798823-91798891:                    | RI | vast-tools |
| Zdhhc20  | MmuINT0178277      | chr14:57840829-57840918=57839090-57839205:                    | RI | vast-tools |
| Zdhhc20  | MmuINT0178279      | chr14:57837591-57837667=57832702-57836646:                    | RI | vast-tools |
| Zdhhc7   | MmuINT0178338      | chr8:120087754-120088084=120086629-120086753:                 | RI | vast-tools |
| Zfand3   | MmuEX0052966       | chr17:30005308,30060810-30060850,30135323                     | SE | vast-tools |
| Zfp207   | MmuEX0053090       | chr11:80391992,80393084-80393176,80394286                     | SE | vast-tools |
| Zfp335os | MmuINT01035564     | chr2:164911354-164911750=164919224-164919953:+                | RI | vast-tools |
| Zfp512   | MmuEX0053395       | chr5:31452577+31452589,31453155-31453213+31453311,31465446+31 | SE | vast-tools |
| Zfp930   | MmuEX0053690       | chr8:69226469,69226672-69226729,69227843                      | SE | vast-tools |
| Zfp956   | MmuEX0054156       | chr6:47956170,47957667-47957724,47962525+47962531             | SE | vast-tools |
| Zfp983   | MmuEX0001300       | chr17:21650692+21650773+21650872,21651803-21651888+21651894+2 | SE | vast-tools |
| Zkscan17 | MmuALTD0016312-1/2 | chr11:59503677+59503384-59503763,59503100                     | A5 | vast-tools |
| Zkscan2  | MmuINT0180354      | chr7:123484940-123485431=123475384-123480772:                 | RI | vast-tools |
| Zkscan2  | MmuEX0053871       | chr7:123484940,123482641-123482684,123480772                  | SE | vast-tools |
| Zmym3    | MmuALTA0020876-2/3 | chrX:101417287,101416909-101416975+101416981+101417036        | A3 | vast-tools |
| Zmynd8   | MmuEX0053988       | chr2:165791905,165787164-165787243+165787247,165785738        | SE | vast-tools |

| STRIATUM      |                    |                                                                  |               |            |
|---------------|--------------------|------------------------------------------------------------------|---------------|------------|
| Gene          | Event              | Genomic location                                                 | Type of event | Software   |
| 2010300C02Rik | MmuEX0000752       | chr1:37719570,37676342-37676779,37644640                         | SE            | vast-tools |
| 2210408F21Rik | MmuEX1001513       | chr6:31336062,31336804-31336857,31337211+31337230                | SE            | vast-tools |
| 2310035C23Rik | MmuEX0000915       | chr1:105750410,105750973-105751043,105753503                     | SE            | vast-tools |
| 2410089E03Rik | MmuEX0001021       | chr15:8223150+8223164,8225339-8225416,8226913                    | SE            | vast-tools |
| 4933431E20Rik | SE                 | 4933431E20Rik,chr3,-,107801904,107801972,107801366,107801531,107 | SE            | rMATs      |
| 9630013A20Rik | A3SS               | 9630013A20Rik,chr14,-,84709652,84709730,84709652,84709682,847133 | A3            | rMATs      |
| 9630013A20Rik | A3SS               | 9630013A20Rik,chr14,-,84709652,84709780,84709652,84709682,847133 | A3            | rMATs      |
| 9630013A20Rik | A3SS               | 9630013A20Rik,chr14,-,84709652,84710144,84709652,84709682,847133 | A3            | rMATs      |
| Abcc8         | RI                 | Abcc8,chr7,-,45755232,45756112,45755232,45755366,45756008,457561 | RI            | rMATs      |
| Ablim2        | MmuEX0003309       | chr5:35841401,35843168-35843266,35848804+35848808                | SE            | vast-tools |
| Ache          | A5                 | 5:137286319-137288271:137286290-137288271:+                      | A5            | SUPPA2     |
| Ache          | AF                 | 5:137285781:137285896-137288271:137286028:137286319-137288271:   | Exc           | SUPPA2     |
| Ache          | AF                 | 5:137286028:137286319-137288271:137286546:137286629-137288271:   | Exc           | SUPPA2     |
| Acly          | MmuEX0003484       | chr11:100504203,100503160-100503189,100498762                    | SE            | vast-tools |
| Adams3        | MmuINT0011386      | chr5:89710657-89710740=89708611-89708767:                        | RI            | vast-tools |
| Adcy3         | MmuALTA0001209-1/2 | chr12:4206978,4208580+4208577-4208661                            | A3            | vast-tools |
| Adgrf5        | MmuALTD0006215-1/2 | chr17:43403918-43404043+43404097,43410502                        | A5            | vast-tools |
| Adpgk         | RI                 | Adpgk,chr9,+,59217510,59220519,59217510,59217631,59220322,592203 | RI            | rMATs      |
| Agap2         | SE                 | 10:126925227-126926011:126926070-126926296:+                     | SE            | SUPPA2     |
| Alkbh1        | SE                 | Alkbh1,chr12,-,87488412,87488550,87487075,87487184,87490411,8749 | SE            | rMATs      |
| Ank3          | MmuEX0004910       | chr10:69927818,69929447-69929458,69932394                        | SE            | vast-tools |
| Ankrd40       | A3                 | 11:94229347-94230379:94229347-94230459:+                         | A3            | SUPPA2     |
| Arap3         | SE                 | Arap3,chr18,-,38107154,38107193,38105680,38106704,38107417,38107 | SE            | rMATs      |
| Arhgap26      | SE                 | Arhgap26,chr18,+,39490605,39490716,39439754,39439905,39496169,39 | SE            | rMATs      |
| Arpp19        | MmuINT0019241      | chr9:75037907-75037961=75052233-75052355:+                       | RI            | vast-tools |
| Arpp21        | MmuINT0019257      | chr9:112206245-112206344=112187590-112187766:                    | RI            | vast-tools |
| Asah2         | A3SS               | Asah2,chr19,-,32038686,32038805,32038686,32038802,32078949,32079 | A3            | rMATs      |
| Atat1         | MmuEX0006557       | chr17:35904290,35904108-35904176,35902054                        | SE            | vast-tools |
| Atg16l1       | MmuEX0006621       | chr1:87774231,87775081-87775128+87775157,87775757                | SE            | vast-tools |
| Atg16l1       | MXE                | Atg16l1,chr1,+,87702534,87702591,87702802,87702850,87701866,8770 | Exc           | rMATs      |
| Atm           | SE                 | Atm,chr9,-,53399849,53400021,53399205,53399370,53401410,5340161  | SE            | rMATs      |
| Atp1b1        | AF                 | 1:164270919-164271175:164271288:164270919-164281058:164281346:   | Exc           | SUPPA2     |
| Banp          | A3SS               | Banp,chr8,+,122733829,122733901,122733838,122733901,122732290,1  | A3            | rMATs      |
| Bcor          | A3SS               | Bcor,chrX,-,11914541,11914886,11914541,11914784,11915233,1191549 | A3            | rMATs      |
| Bms1          | MmuEX0008083       | chr6:118418409,118417388-118417578,118416542                     | SE            | vast-tools |
| Brca2         | A5                 | 5:150446555-150446640:150446361-150446640:+                      | A5            | SUPPA2     |

|         |                    |                                                                  |    |            |
|---------|--------------------|------------------------------------------------------------------|----|------------|
| Zbtb49  | SE                 | Zbtb49,chr5,-,38369189,38369432,38367961,38368008,38370651,38370 | SE | rMATS      |
| Zcwpw1  | SE                 | Zcwpw1,chr5,+,137815154,137815238,137810263,137810362,13781571   | SE | rMATS      |
| Zfc3h1  | MmuINT0178470      | chr10:115431403-115431442=115431703-115431765:+                  | RI | vast-tools |
| Zfp131  | RI                 | 13:120237303:120237525-120237628:120237985:                      | RI | SUPPA2     |
| Zfp369  | MmuINT0179107      | chr13:65294396-65294484=65295600-65295726:+                      | RI | vast-tools |
| Zfp383  | MmuINT1035579      | chr7:29912590-29912685=29914617-29916807:+                       | RI | vast-tools |
| Zfp672  | SE                 | Zfp672,chr11,-,58210692,58210780,58210149,58210416,58213394,5821 | SE | rMATS      |
| Zfp7    | RI                 | Zfp7,chr15,+,76772430,76776595,76772430,76772547,76774206,767765 | RI | rMATS      |
| Zfp950  | SE                 | Zfp950,chr19,-,61108756,61108890,61106664,61106785,61115444,6111 | SE | rMATS      |
| Zfp956  | MmuEX0053739       | chr6:47956170,47957476-47957602,47962525+47962531                | SE | vast-tools |
| Zmynd11 | MmuALTD0016338-2/2 | chr13:9690446+9690278-9690510,9689724                            | A5 | vast-tools |

How the deposited data were processed for this re-analysis (not part of the article)

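RNA was measured in 12 libraries, 3 each from wt retina, R6/1 retina, wt striatum and R6/1 striatum of mice aged 13 to 15 weeks, all male by the sample labels. Each library is a pool of RNA from 3 to 4 mice, so the spread between libraries is that between pools and not between mice. The authors made stranded mRNA libraries, called bases with CASAVA, trimmed reads with Trimmomatic and estimated expression with Salmon on GRCm38/mm10, without stated versions. The deposited table holds estimated counts per gene as whole numbers, which are not normalized. It lists 17579 Ensembl genes, of which 17530 have a symbol and 49 do not, and every gene has at least 11 counts over the 12 libraries. How transcript estimates were summed per gene and rounded is not given in the sources used here. Conditions were taken from the sample descriptions, and no column was left unmapped.

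Genotypes were compared within each tissue with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F-test with robust estimates of the spread and TMM factors. Genes with fewer than 10 counts over the 6 libraries compared were left out, for the difference over those of each tissue, which within a tissue removed only genes at 0. The difference between the genotype effects of the 2 tissues and the comparison of wt retina with wt striatum were fitted over their libraries in the same way. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene passed at an adjusted p under 0.05. Counts adjusted over a list alone use the p-values of its members only. Levels are CPM with TMM factors, and log2 CPM used a prior count of 2. Alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors or library totals in place of TMM, TMM factors without rod and cone genes, and other count filters. Further ones were non-robust estimates of the spread, replicate number as a block, a single fit of all 12 libraries, leaving out each library in turn, and an adjusted p under 0.01. Where an arm was left with 2 libraries, the fit pools the spread over groups. Added after the data were seen were DESeq2 with the replicate block, DESeq2 on all 12 libraries, leaving out both striatal libraries numbered 2, and R6/1 libraries for the comparison of tissues. Tables were summarised with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9.

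Gene lists were tested as sets with camera of limma at its preset correlation of 0.01, with camera at a correlation estimated from the data, and with fry. The preset treats the members of a list as nearly independent, so the estimated correlation is given beside each printed preset value that passed alone. Not every list is printed for the difference between tissues, and adjusted p-values from fry are printed for few lists. The 43 lists cover retinal cells (rod phototransduction and outer segment, cone, bipolar, amacrine, horizontal and ganglion cells, Müller glia), retinal pigment epithelium and choroid, and lens. Brain cells were medium spiny neurons, striatal interneurons, cortical excitatory neurons, astrocytes, oligodendrocytes, and choroid plexus, with endothelial cells and pericytes and red blood cells. Glial and immune lists were homeostatic microglia, microglia and macrophages, disease-associated microglia, reactive astrocytes (A1, A2 and pan-reactive), glial injury signalling, interferon response, MHC class I, complement, T, B and NK cells, and cytokines. Functional lists were circadian clock, immediate early genes, synaptic vesicle release, ion channels, cAMP and G protein signalling, lysosome, autophagy, developmental transcription factors, cell cycle, and respiratory chain genes of nucleus and mitochondria. Cholesterol synthesis, heat shock and chaperones, and the integrated stress response complete them. Lists share members, for example between A1, interferon, MHC class I and complement.

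Genes were named by a fixed rule. It takes every gene the paper names for its RNA measurements, and the 10 genes called higher and the 10 called lower with the smallest p in each tissue, among those with an absolute log2 fold change of at least 1, a mean of at least 1 CPM and groups that do not overlap. It also takes the 10 genes with the smallest p for the difference between tissues and up to 4 members of each list with the smallest p. Some genes that the rule selects are not reported here. Values in the paper's Table S2 had been seen when the rule and the lists were written.

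Whether equal replicate numbers pair libraries was checked by correlating deviations from the group mean over 10445 genes with a mean log2 CPM over 3, with pairing taken where all 3 correlations are over 0.1. Between wt and R6/1 striata the correlations for numbers 1, 2 and 3 were 0.274, 0.329 and 0.257, each the highest for its number. For number 1 the highest with another number was 0.240. Striatal results are therefore also given with the number as a block. Deviations of 3 libraries from their mean sum to 0, so the 3 correlations are not independent. Neither the sample labels nor the paper states this pairing, and counts with the block had been seen before the correlations. Between wt and R6/1 retinas they were 0.124, −0.0943 and 0.0511, and between wt retina and wt striatum −0.0261, 0.0195 and 0.000763, so these were not paired. Between R6/1 retina and R6/1 striatum they were 0.242, 0.119 and 0.179, which meets the rule in R6/1 mice alone, and the pool as a block was among the alternatives for the difference. The tests were tried on simulated data with known changes. Not analysed here are splicing, promoter motifs, RT-qPCR, protein, electroretinography and imaging, and the zQ175 line, for which the table holds no values.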

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

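Of the tests in this part, those of R6/1 RNA in the wt pool, of a wrong label, of a crystallin response and of the share of photoreceptors were chosen only after the result was seen. The genotype effect differed between retina and striatum for 1296 genes, by a test of the difference itself. The 10 with the smallest p, as retina minus striatum on the log2 scale, were Stk35 (−1.49), Prtg (2.80), Ago4 (1.45), Klhl18 (−1.19), Slc26a2 (−1.28), Xiap (−1.03), Col27a1 (−1.92), Pfkfb2 (−1.02), E2f6 (1.20) and Taok3 (−1.24). Of 100 splits of the genotype labels within the tissues, 2 gave as many calls as the real one, itself included, a share under 0.05. The other is the split that swaps all striatal genotype labels, with 2872 calls, more than the real 1296, which tests the sum of both tissues' effects. These splits relabel each tissue separately, whereas the paper took both tissues from the same mice, and R6/1 libraries of the same number correlate. The share therefore does not exclude chance, since moving labels by pool leaves too few splits for a share under 0.05. The calls follow the retinal labels, since the 12 splits that keep them gave 321 to 2872 calls and the other 88 gave 0 to 7. For the striatal labels alone these 12 are too few for a share under 0.05.

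For the comparisons of 3 against 3 the 10 splits are too few for a share under 0.05. The real split was 1 of 10 in each, with 3691 calls in the retina (highest other 0), 242 in the striatum (highest other 2) and 12873 between wt tissues (highest other 0).

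Wt striatum replicate 2 lies between the other wt striata and the R6/1 striata, a median of 0.637 of the way to the R6/1 mean (95% interval 0.620 to 0.651) over 1873 genes. For a wrong genotype label the share should be near 1, but it was 0.443 (95% interval 0.346 to 0.539) over 34 genes with an absolute log2 fold change of at least 2, beside 0.637 over all. For RNA of R6/1 mice in the pool the share should be alike for large and small changes. Relative to 1583 genes under 1 it differed by −0.196 (95% interval −0.296 to −0.0941) in those 34 genes, but by 0.0123 (95% interval −0.0464 to 0.0554) in 256 genes from 1 to 2, so this explanation stays open. For R6/1 mice among the wt mice a wt retina library should also lie part of the way, but the largest median share was 0.0767 (95% interval 0.0647 to 0.0886, 2645 genes), if the retinas come from the same mice. Neighbouring brain tissue in the dissection of both libraries numbered 2 stays open as well. It should raise 9 further thalamus genes by over 1 in both genotypes. In wt their median difference was 0.35 (95% interval −0.14 to 0.69, 6 genes higher), with an interval that spans 0 and 0.5. In R6/1 it was 0.58 (95% interval 0.45 to 1.49, 8 genes higher). All of 6 other thalamus genes were higher in both genotypes (medians 1.44 in wt and 2.09 in R6/1). Their values had been seen before, so they do not test this. No biological explanation was tested.

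Cryaa, a lens crystallin gene that the paper does not discuss, was at 347 CPM in R6/1 retina replicate 3, against a mean of 10.9 CPM in wt retinas. Lens tissue left on that retina may be the source, since 8 further lens genes were higher there than in the other 5 retina libraries by a median log2 difference of 4.05 (95% interval 3.52 to 4.78). A crystallin response of R6/1 retinas would raise lens genes in all 3 libraries, but in the other 2 the median was −1.73 relative to wt (95% interval −1.88 to −0.93, 8 genes). Of 9 lens genes in the list 8 had retinal counts, with Mip, a lens membrane channel gene, at 26.3 CPM in that library.

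The rod genes and most cone genes were lower in the R6/1 retina. Most interferon response, MHC class I, complement, and microglia and macrophage genes were higher, while no T, B and NK cell or cytokine gene passed. Of these lists only the cone list passed by camera with an estimated correlation. By fry the rod, cone, interferon response, MHC class I, complement, and microglia and macrophage lists passed (adjusted p up to 0.00454). The T, B and NK cell and cytokine lists did not. A smaller share of photoreceptors in the RNA and nothing else would raise the genes of other retinal neurons as it raises those of glia, but the median log2 fold change of 49 bipolar, amacrine, horizontal and ganglion cell genes was −0.58 (95% interval −0.70 to −0.42). With library totals in place of TMM the median log2 fold change was −0.81 over 26 rod genes and 1.20 over 14 microglia and macrophage genes, against −0.92 and 1.09. Fewer cells, less RNA per cell and a change in more than 1 cell type stay open and were not told apart by these libraries.

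Hbb-bs, a hemoglobin gene of red blood cells outside those the paper discusses, had a log2 fold change of −1.12 in the retina and −0.67 in the striatum. Both kept their direction under scaling by library totals. The retinal change did not pass, and with 1 library left out the striatal call held only without wt striatum replicate 2.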

How the results depend on the processing

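DESeq2 with the replicate block, DESeq2 on all 12 libraries and leaving out both striatal libraries numbered 2 were chosen only after the result was seen. The retinal count of 3691 stayed within 1.5 times under the alternatives except 2109 at an adjusted p under 0.01 and 1892 by DESeq2 with the block. The striatal count of 242 was 982 by DESeq2, 429 with library totals, 1663 with the block, 1300 in a fit of all 12 libraries, 7 at an adjusted p under 0.01, 1 to 1916 with 1 library left out, 1035 by DESeq2 with the block, 1748 by DESeq2 on all 12 libraries, and 2662 without both libraries numbered 2. The difference count of 1296 was 442 at an adjusted p under 0.01 and 767 to 1999 with 1 library left out. With the block 3774 retinal genes, 12850 genes between wt tissues and 1508 for the difference were called, and 1122 for the difference with the pool as a block.

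Genes lower in both tissues (62) were 218 by DESeq2, 324 with the block, 227 in 1 fit, 172 by DESeq2 with the block, 336 by DESeq2 on all 12 libraries, 3 at an adjusted p under 0.01 and 0 to 332 with 1 library left out. Genes higher in both (7) were 51 by DESeq2, 121 with library totals, 117 with the block, 73 in 1 fit, 34 by DESeq2 with the block, 88 by DESeq2 on all 12 libraries, 0 at an adjusted p under 0.01 and 0 to 184 with 1 library left out. The share of striatal lower genes higher in the wt striatum was 71.4% (p = 0.055 by Fisher's exact test) at an adjusted p under 0.01, where only 7 genes were called lower, and 78.2% to 100.0% with 1 library left out. Of these, the share without wt striatum replicate 1 rests on 1 gene (p = 0.382), without wt replicate 3 on 4 of 5 (p = 0.0748) and without R6/1 replicate 1 on 5 of 6 (p = 0.0402, Fisher's exact test).

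Of 43 lists camera called 25 in the retina, 15 in the striatum and 23 for the difference, camera with an estimated correlation 2, 0 and 0, and fry 28, 0 and 19. With the replicate block these were 25, 17 and 22, then 0, 0 and 1, and 23, 0 and 19. Under the block and an estimated correlation, camera dropped the retinal cone and bipolar lists (adjusted p = 0.0783 and 0.227). It called the complement list for the difference. The T, B and NK cell list of the striatum reversed with filterByExpr, to −1.42, where that filter leaves 1 of its 12 measured members. Of 3740 values for named genes in the retina 3525 kept direction and side, 160 were weaker and 55 stronger, of 3991 in the striatum 3430, 164 and 397, and of 1264 differences 1190, 49 and 25. For lists these were 596, 31 and 18 of 645 in the retina, 632, 35 and 20 of 688 in the striatum, and 844, 43 and 14 of 901 differences. For results that moved, other than by stricter thresholds and fewer libraries or genes, the cause was not tested. A filter of 1 count in any library keeps the same genes within a tissue and tests nothing there, TMM factors without rod and cone genes moved too little to test the scaling (3686 retinal calls), and alternatives for normalized values were not run, as the table holds counts. Depth limits what can be said of genes under 1 CPM, such as most immune cell genes in the retina.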

Differences from the paper's values

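DESeq2 with the replicate block and DESeq2 on all 12 libraries were chosen only after the result was seen. For genes lower in R6/1 retinas the paper counts 1078, and here 2103 were called at an adjusted p under 0.05, and for genes higher in R6/1 retinas the paper counts 575, and here 1588 were called. The threshold is the one the paper states. The lower count comes within 1.5 times with library totals (1445), without wt retina replicate 1 (1557) and at an adjusted p under 0.01 (1364), and not under the other alternatives set before the data were examined (1643 to 2222). The higher count does so only at an adjusted p under 0.01 (745), the others giving 960 to 3886. The paper counts 763 lower and 176 higher genes in the striatum, and here 220 and 22 were called. The lower count comes within 1.5 times by DESeq2, the tool the paper's methods name (805), and in a fit of all 12 libraries (887), the others giving 1 to 1201. The higher count does so by DESeq2 (177) and with library totals (220), the others giving 0 to 715. DESeq2 with the replicate block, chosen after seeing the values, gave 1207 and 685 in the retina and 875 and 160 in the striatum, and it calls 1397 of 1578 matched retinal and 793 of 900 matched striatal genes of the paper's Table S2, dropping the rest. Of these table genes 1470 and 205 were called here, with correlations of fold changes of 0.985 and 0.958.

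The paper gives 25% of A1 genes higher in the retina, and here 50.0% of 12 members rose, with 50.0% to 58.3% under the alternatives set before the data were examined. For Abca1 in the retina the paper's log2 fold change is 0.919 (SE 0.104) and here it is 1.03. It falls within the error with 10 counts in 1 library, filterByExpr, a fit of all 12 libraries, and without wt retina replicate 1 or 2 or R6/1 retina replicate 1 or 3 (0.99 to 1.02), and not otherwise. For Xiap in the retina the paper's value is −0.928 (SE 0.066) and here it is −0.85. It does so with filterByExpr (−0.86), a fit of all 12 libraries (−0.89), and without wt retina replicate 1 or 3 or R6/1 retina replicate 1 or 3 (−0.90 to −0.85), and not otherwise. For Ryr1 in the striatum the paper's value is −1.971 (SE 0.163) and here it is −2.54, within the error only in a fit of all 12 libraries, where that error is 0.665.

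The paper calls Gapdh and Actb changed in the retina and Pde10a, Rgs4 and Polr2a in the striatum, and none of them passed here. Gapdh (−0.19, SE 0.08, adjusted p = 0.0792) passed by DESeq2 (0.00414), with limma-voom and in a fit of all 12 libraries. Actb (0.23, SE 0.08, adjusted p = 0.056) passed by DESeq2 (0.0261), with library totals, with the block (0.00962) and without wt retina replicate 3 or R6/1 retina replicate 1. Pde10a (−1.59, SE 0.29, adjusted p = 0.0651) passed by DESeq2 (7.62e-05), with library totals, with non-robust estimates, with the block (0.00243), in a fit of all 12 libraries and without R6/1 striatum replicate 2. Rgs4 (−1.50, SE 0.25, adjusted p = 0.0514) passed by DESeq2 (3.37e-05), with library totals, 10 counts in 1 library, filterByExpr, non-robust estimates, the block (6.05e-06), in a fit of all 12 libraries and without wt striatum replicate 2. Polr2a (0.75, SE 0.18, adjusted p = 0.101) passed by DESeq2 (0.000366), in a fit of all 12 libraries and without wt striatum replicate 2. Of the alternatives chosen after seeing the values, DESeq2 with the block calls all of them, DESeq2 on all 12 libraries all but Actb, and leaving out both striatal libraries numbered 2 the striatal ones. The fold changes of Penk, Scn4b, Arpp19, Gfap, Gnat1 and Arr3 lie within the larger of the paper's error and the one here.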

Other observations

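The camera tests are planned. In this part only leaving out both striatal libraries numbered 2 was chosen after the result was seen. Cox8a, a gene of the respiratory chain, rose in the R6/1 retina (0.37, SE 0.08, adjusted p = 0.00294, n = 3 pools per genotype), as did Ndufs1 (0.26, SE 0.06) and Cox7b (0.33, SE 0.08). Of 36 nuclear-encoded respiratory chain genes 13 rose in the retina and none fell (15 and 1 over the list alone), with a median of 0.19 (camera adjusted p = 0.000204, and adjusted p = 0.547 with an estimated correlation). In the striatum none passed in edgeR (12 lower at an unadjusted p under 0.05, 1 by DESeq2, 4 with the replicate block), with a median of −0.13 (camera adjusted p = 0.00101, and adjusted p = 0.508 with an estimated correlation). The effect was higher in the retina for 8 (17 over the list alone), with camera adjusted p = 8.48e-09, and adjusted p = 0.318 with an estimated correlation. Of 13 mitochondrially encoded genes 2 rose in the retina, mt-Atp8 (0.30, SE 0.07) and mt-Atp6 (0.29, SE 0.08, not without wt replicate 1, 2 or 3 or R6/1 replicate 1, up to 0.117), with camera adjusted p = 0.0249, and adjusted p = 0.571 with an estimated correlation. In the striatum mt-Nd6 fell (−0.46, SE 0.09, adjusted p = 0.0474, and with 1 library left out only without wt replicate 2, up to 0.224 otherwise), with camera adjusted p = 0.000346, and adjusted p = 0.507 with an estimated correlation. The effect was higher in the retina for mt-Nd1, mt-Nd6 and mt-Nd2, each in all 12 fits with 1 library left out, and mt-Atp8, in 6 of them (up to 0.091), 7 over the list alone, with camera adjusted p = 8.43e-06, and adjusted p = 0.302 with an estimated correlation. These medians kept their direction in each tissue with library totals in place of TMM, but the counts moved. In the retina library totals gave 25 nuclear-encoded and 8 mitochondrially encoded genes higher, and DESeq2 12 higher with 1 lower and 6 higher with 1 lower. In the striatum library totals gave none of either, and for mitochondrially encoded genes DESeq2 gave 5 lower and the block 4.

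Msmo1, a gene of cholesterol synthesis, fell in the striatum (−0.59, SE 0.10, adjusted p = 0.0289), with Srebf2 (−0.45, SE 0.08) and Fdft1 (−0.54, SE 0.10). Of 22 such genes 3 fell there (12 over the list alone, 10 by DESeq2, 6 with the replicate block), with camera adjusted p = 3.5e-10, and adjusted p = 0.45 with an estimated correlation. In the retina 8 fell, with a median of −0.12 (camera adjusted p = 0.0685) that is −0.01 with library totals, where 1 rose and 1 fell. For the difference the list had camera adjusted p = 0.00392, and adjusted p = 0.556 with an estimated correlation. The immediate early gene Egr2 fell in the striatum (−2.08, SE 0.27, adjusted p = 0.015), the only one of 15 (8 over the list alone, 7 with the block), with camera adjusted p = 4.23e-08, and adjusted p = 0.45 with an estimated correlation. Of 14 in the retina Junb (0.65, SE 0.15) and Egr2, which is near 0 CPM there, rose and Npas4 fell (−1.35, SE 0.24). Over the list alone 5 were higher and 1 lower there (camera adjusted p = 0.243). Library totals in place of TMM gave 6 higher and 1 lower in the retina. For the difference the list had camera adjusted p = 5.2e-05, and adjusted p = 0.209 with an estimated correlation. The striatal calls of Msmo1 ended without wt replicate 1 or 3 or R6/1 replicate 1 or 3 (up to 0.169), and that of Egr2 without wt replicate 1 or 3 or R6/1 replicate 1 (up to 0.0935), as did its retinal call without wt replicate 1 or 2 or R6/1 replicate 3 (up to 0.0997). With 1 library left out Srebf2 passed only without wt replicate 2 (up to 0.224 otherwise) and Fdft1 only without wt or R6/1 replicate 2 (up to 0.239).

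Of 12 oligodendrocyte genes Trf and Mbp (0.45, SE 0.07, adjusted p = 0.00032) rose in the retina (camera adjusted p = 0.0616), and none of 17 passed in the striatum in edgeR (2 higher and 5 lower at an unadjusted p under 0.05, 2 lower by DESeq2, 1 higher and 3 lower with the block), with a median of 0.06, a mean of −0.01 and a test directed down (camera adjusted p = 0.951). Of 14 endothelial cell and pericyte genes Slco1a4 (0.44, SE 0.08), Rgs5 (not without wt replicate 1, 0.0912) and Ly6c1 (only without R6/1 replicate 3, up to 0.127) rose in the retina, and Flt1 fell (−0.27, SE 0.07), with camera adjusted p = 0.175, and 0.26 in the striatum (1 lower with the block). Scaled by library totals, 4 of the 14 rose in the retina and none fell, so the Flt1 call ended. Of 7 cortical excitatory neuron genes Rorb (−0.33, SE 0.08), Neurod2 (not without wt replicate 2 or 3 or R6/1 replicate 1, up to 0.0694) and Slc17a7 (only without R6/1 replicate 1, up to 0.0588) fell in the retina (camera adjusted p = 0.141). With library totals in place of TMM none of the 7 passed there, and their median was −0.21 against −0.33. In the striatum none of 8 passed in edgeR or DESeq2 (1 lower at an unadjusted p under 0.05 by DESeq2), with a median of −0.50 (camera adjusted p = 0.0753). Leaving out both striatal libraries numbered 2 gave 2 lower and a median of −0.84 (camera adjusted p = 0.00119, and adjusted p = 0.552 with an estimated correlation). None of 11 genes of retinal pigment epithelium and choroid passed in the retina in edgeR or DESeq2, with 2 higher at an unadjusted p under 0.05 (camera adjusted p = 0.567). Of 8 lens genes none passed in the retina in edgeR or DESeq2 or at an unadjusted p under 0.05, with a median of 3.12 (camera adjusted p = 0.55). That median rests on R6/1 retina replicate 3, since in R6/1 replicates 1 and 2 it was −1.73 relative to wt. Of 8 choroid plexus genes Otx2 rose in the retina (0.38, SE 0.06) and Aqp1 (−1.19, SE 0.09), Slc4a5 (−0.73, SE 0.08), Clic6 (−0.78, SE 0.15) and Kl (−0.98, SE 0.26) fell, with camera adjusted p = 0.0219, and adjusted p = 0.261 with an estimated correlation, and none passed in the striatum (camera adjusted p = 0.0756). Of 5 red blood cell genes 3 fell in the retina (4 over the list alone), Hba-a1 (−0.99, SE 0.15), Hbb-bt (−1.43, SE 0.28) and Hba-a2 (−0.93, SE 0.20), and in the striatum Hba-a2 (−0.63, SE 0.11) and Hbb-bs (−0.67, SE 0.12, 3 with the block), with camera adjusted p = 0.00449, and adjusted p = 0.284 with an estimated correlation in the retina, and camera adjusted p = 3.24e-06, and adjusted p = 0.45 with an estimated correlation in the striatum. With 1 library left out these striatal calls held only without wt replicate 2 (up to 0.184 and 0.141 otherwise).

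Of 25 cell cycle genes Bub1b (0.64, SE 0.09), Kif11 (0.73, SE 0.21) and Cenpe (not without wt replicate 3, 0.0652) rose in the retina, and 2 fell, Ccna2 (−1.29, SE 0.10) and Spc25 (−0.83, SE 0.07), with camera adjusted p = 0.746, and none of 27 passed in the striatum in edgeR (2 higher and 2 lower at an unadjusted p under 0.05, 1 lower with the block, camera adjusted p = 0.193). Of 14 heat shock and chaperone genes Hspa8 (0.44, SE 0.07), Hsp90ab1 and Hspd1 (both not without wt replicate 1 or 2, up to 0.0656 and 0.0833) rose in the retina, and Hsp90aa1 fell (−0.41, SE 0.09), with camera adjusted p = 0.154, and 0.951 in the striatum, where the median was 0.04 and the mean −0.05 (1 higher and 1 lower with the block). Library totals in place of TMM gave 6 of these genes higher and 1 lower in the retina. Of 12 genes of the integrated stress response Ddit4 (−0.63, SE 0.08) and Trib3 (adjusted p = 0.00231) fell in the retina (camera adjusted p = 0.186), and none in the striatum in edgeR (3 lower at an unadjusted p under 0.05, 1 with the block), with a median of 0.02, a mean of −0.12 and a test directed down (camera adjusted p = 0.892). Of the reference genes the paper names, Tbp was at −0.23, SE 0.06, adjusted p = 0.0141 in the retina (−0.12 with library totals, adjusted p = 0.151, and 0.0613 without wt retina replicate 3) and −0.07 (SE 0.07) in the striatum (0.04 with library totals).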
